# Proteomics analysis reveals differentially activated pathways that operate in peanut gynophores at different developmental stages

**DOI:** 10.1186/s12870-015-0582-6

**Published:** 2015-08-04

**Authors:** Chuanzhi Zhao, Shuzhen Zhao, Lei Hou, Han Xia, Jiangshan Wang, Changsheng Li, Aiqin Li, Tingting Li, Xinyou Zhang, Xingjun Wang

## Abstract

**Background:**

Cultivated peanut (*Arachis hypogaea*. L) is one of the most important oil crops in the world. After flowering, the peanut plant forms aboveground pegs (gynophores) that penetrate the soil, giving rise to underground pods. This means of reproduction, referred to as geocarpy, distinguishes peanuts from most other plants. The molecular mechanism underlying geocarpic pod development in peanut is poorly understood.

**Results:**

To gain insight into the mechanism of geocarpy, we extracted proteins from aerial gynophores, subterranean unswollen gynophores, and gynophores that had just started to swell into pods. We analyzed the protein profiles in each of these samples by combining 1 DE with nanoLC-MS/MS approaches. In total, 2766, 2518, and 2280 proteins were identified from the three samples, respectively. An integrated analysis of proteome and transcriptome data revealed specifically or differentially expressed genes in the different developmental stages at both the mRNA and protein levels. A total of 69 proteins involved in the gravity response, light and mechanical stimulus, hormone biosynthesis, and transport were identified as being involved in geocarpy. Furthermore, we identified 91 genes that were specifically or abundantly expressed in aerial gynophores, including pectin methylesterase and expansin, which were presumed to promote the elongation of aerial gynophores. In addition, we identified 35 proteins involved in metabolism, defense, hormone biosynthesis and signal transduction, nitrogen fixation, and transport that accumulated in subterranean unswellen gynophores. Furthermore, 26 specific or highly abundant proteins related to fatty acid metabolism, starch synthesis, and lignin synthesis were identified in the early swelling pods.

**Conclusions:**

We identified thousands of proteins in the aerial gynophores, subterranean gynophores, and early swelling pods of peanut. This study provides the basis for examining the molecular mechanisms underlying peanut geocarpy pod development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0582-6) contains supplementary material, which is available to authorized users.

## Background

Cultivated peanut (*Arachis hypogaea*. L) is one of the most important oil crops in the world. Peanut seeds are composed of approximately 50 % high quality edible oil and about 30 % vegetable protein. Geocarpic pod development, or the development of underground pods, distinguishes peanuts from *Glycine max* (soybean), *Pisum sativa* (pea), and many other legume species. Geocarpic development enables the underground pods to absorb soil nutrients and protects the fruit from damage by ground animals and extreme weather. However, seeds that developed underground are more vulnerable to be infected by soilborne pathogens, for example *Aspergillus flavus*, and subsequent contamination with aflatoxins [1].

After fertilization, the gynophore forms, and elongates in a positive geotropic manner towards the ground. The gynophore elongates continuously and the ovary, which is located at the tip of the gynophore, does not swell until the gynophore has penetrated the soil. Previous studies suggested that light, mechanical stimuli, and hormones are all key factors in initiating pod swelling [2]. Before and after gynophore soil penetration, the phytochrome protein content changes significantly [3, 4], and light is considered to be the major factor preventing peanut pod development [5]. After gynophore soil penetration, the endogenous ethylene and IAA content change. Compared with aerial green gynophores, the underground so-called white gynophores release twice the amount of ethylene. However, the IAA content is high in the aerial gynophores and low in the swelling pod stage [6]. It is assumed that these physiological changes restart the development of the proembryo, and subsequently initiate the process of pod development and inhibit elongation of the gynophores [7]. In addition to the above three factors, gravity, calcium, and pH might also be important for the growth of the pod [2, 8].

Recently, several efforts were made to investigate the mechanisms of pod formation and development at the molecular level. Chen et al. (2013) analyzed the gene expression profiles of the peanut gynophore and young pod using 454 sequencing. They identified two senescence-associated genes that were significantly up-regulated in the aerial gynophores and suggested that these genes may contribute to embryo abortion in aerial gynophores [9]. In our recent study, we constructed a transcriptome library and analyzed the overall gene expression profile in the aerial-grown green gynophore, dark-grown white gynophore, and dark-grown gynophore with small pods (2–3 mm in length) using a HiSeq2000 system. We identified a global change in gene expression before and after the initiation of pod growth [10]. Furthermore, Zhu et al. (2013) performed a comparative proteomic analysis between the peanut aerial gynophore and subterranean pods using two-dimensional electrophoresis (2-DE) combined with mass spectrometry, and identified several candidate proteins related to pod swelling [11]. Using 2-DE proteomic analysis, another study identified 27 proteins that are differentially expressed in aerial gynophores, subterranean gynophores, and gynophores subjected to various treatments [12]. These results provided valuable information about proteome alteration before and after peanut pod swelling. However, due to the limited number of proteins identified, these studies fail to provide a comprehensive interpretation of the molecular mechanism underlying peanut geocarpy. To gain insight into the molecular networks underlying this unique and complex developmental process, more comprehensive proteomic profiling studies are required.

Here, we report the identification of a reference proteome comprising 2766, 2518, and 2280 unique proteins from stage 1 (S1) gynophores (i.e., aerial gynophores that are green or purple and 3–5 cm long), stage 2 (S2) gynophores (i.e., gynophores that have been buried in the soil for about 3 days; the gynophores are white and ovary enlargement is not apparent), and stage 3 (S3) gynophores (dark-grown gynophores with 2–3 mm long pods) (Fig. 1). Among the identified proteins, those with ontologies related to gravity response, light and mechanical stimulus, hormone synthesis and transportation, and calcium-related proteins were prominent. This study lays the foundation for understanding the mechanisms of peanut gynophore and pod development at the protein level.

**Fig. 1:**
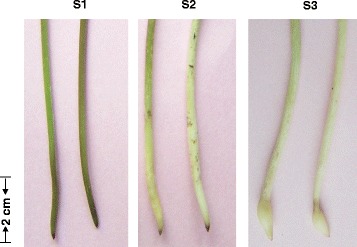
Gynophores of three different developmental stages used for protein extraction. Two representative examples each of S1, S2, and S3 gynophores are shown

## Results

### Protein identification and statistical analysis

To acquire a comprehensive proteome profile of pods in the early stages of development, we combined 1 DE with nanoLC-MS/MS (liquid chromatography-tandem mass spectrometry). In total, 14,337 peptides were analyzed, resulting in the identification of 2766, 2518, and 2280 unique proteins in S1, S2, and S3 gynophores, respectively. The relative molecular mass of these proteins ranged from 3.5-136.8 kDa, and the false discovery rates (FDRs) were 1.09, 1.19, and 1.6 % in S1, S2, and S3 gynophores, respectively (Table 1). The distribution of coverage of protein sequences mapped by peptides is shown in Fig. 2. We identified 574, 307, and 185 specific proteins in S1, S2, and S3 gynophores, respectively (Fig. 3, Additional file 1: Table S1, Additional file 2: Table S2 and Additional file 3: Table S3). Three samples shared 1696 common proteins (Fig. 3, Additional file 4: Table S4). The best hit ID, sequence coverage, molecular weight, corresponding protein description, and sequences of all the identified proteins are summarized in Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Table S4. The number of peptides and number of spectra for the identified protein groups are also indicated in Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Table S4. The identified protein was defined as a reproducible protein if it was matched with at least two peptides. In total, 1049 proteins were detected with at least two matching peptides per protein. Sixteen of these proteins, such as ATP synthase, heat shock proteins, and WD-40 repeat family proteins, were detected at least 10 times, suggesting that they are relatively abundant. These relatively high abundant proteins may be involved in essential functions during gynophore and pod development. Many proteins were detected by a single peptide, suggesting that their abundance is low in the three samples (Additional file 1: Table S1, Additional file 2: Table S2, Additional file 3: Table S3 and Additional file 4: Table S4).

**Table 1:** Total proteins identified from gynophores of three developmental stages

Sample^(a)^	Total spectra^(b)^	Identified spectra^(c)^	Identified peptides^(d)^	Identified proteins^(e)^	FDR (%)^(f)^
S1	112003	31173	5435	2766	1.09
S2	105218	25668	4608	2518	1.19
S3	114294	24405	4294	2280	1.16
Total	331515	81246	14337	7564	-

^a^Three samples used in this study. S1: Aerial downward-growing gynophores; S2: Subterranean gynophores that had been buried in the soil for about three days; S3: Gynophores with early swelling pods that are buried in the soil. ^b^The total number of spectra. ^c^The number of spectra with an ion score above the threshold. ^d^The number of peptides matching the spectrum after repetitions of peptides had been removed. ^e^The number of proteins that the identified peptide matched, these proteins have at least one unique peptide. ^f^False discovery rate, which was set to less than 5 %

**Fig. 2:**
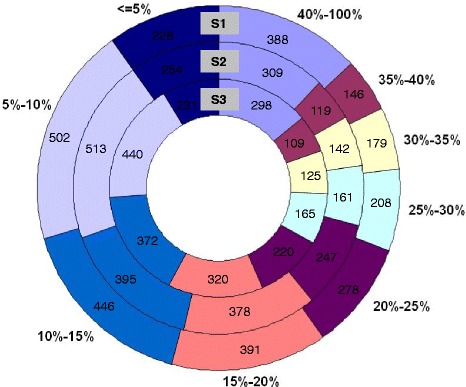
Distribution of the coverage of protein sequences mapped by peptides. According to the percentage of proteins covered by peptides, the identified proteins were divided into nine categories, 40-100 %, 35-40 %, 30-35 %, 25-30 %, 20-25 %, 15-20 %, 10-15 %, 5-10 %, and < =5 % of coverage. Numbers in the diagram indicate the quantity of proteins within the range of coverage. For example, there are 388, 309, and 298 proteins with a peptide coverage between 40 % and 100 % in S1, S2, and S3, respectively

**Fig. 3:**
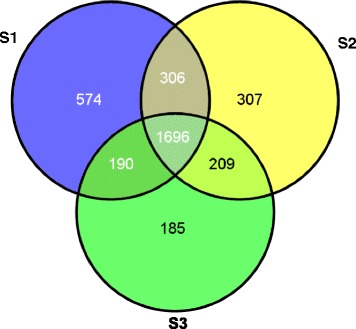
Venn diagram showing the number of proteins detected in S1, S2, and S3 samples. Numbers shared by two circles represent proteins shared by the two categories. The number shared by all three circles indicates the number of proteins found in all three samples

### Protein classification and functional annotation

To investigate the diverse functions of proteins obtained from the three samples, we predicted the biological functions of the identified proteins using Gene Ontology (GO) analysis (http://www.geneontology.org). Based on sequence homology, 2584, 2335, and 2119 proteins of S1, S2, and S3 gynophore samples were categorized into 45 functional groups (Fig. 4). In some cases, a particular protein could be classified into more than one category, suggesting that the protein has roles in multiple biological processes. Proteins involved in cell, cell part, metabolic process, cellular process, organelle, binding, catalytic activity, and response to stimulus were highly represented in all three samples.

**Fig. 4:**
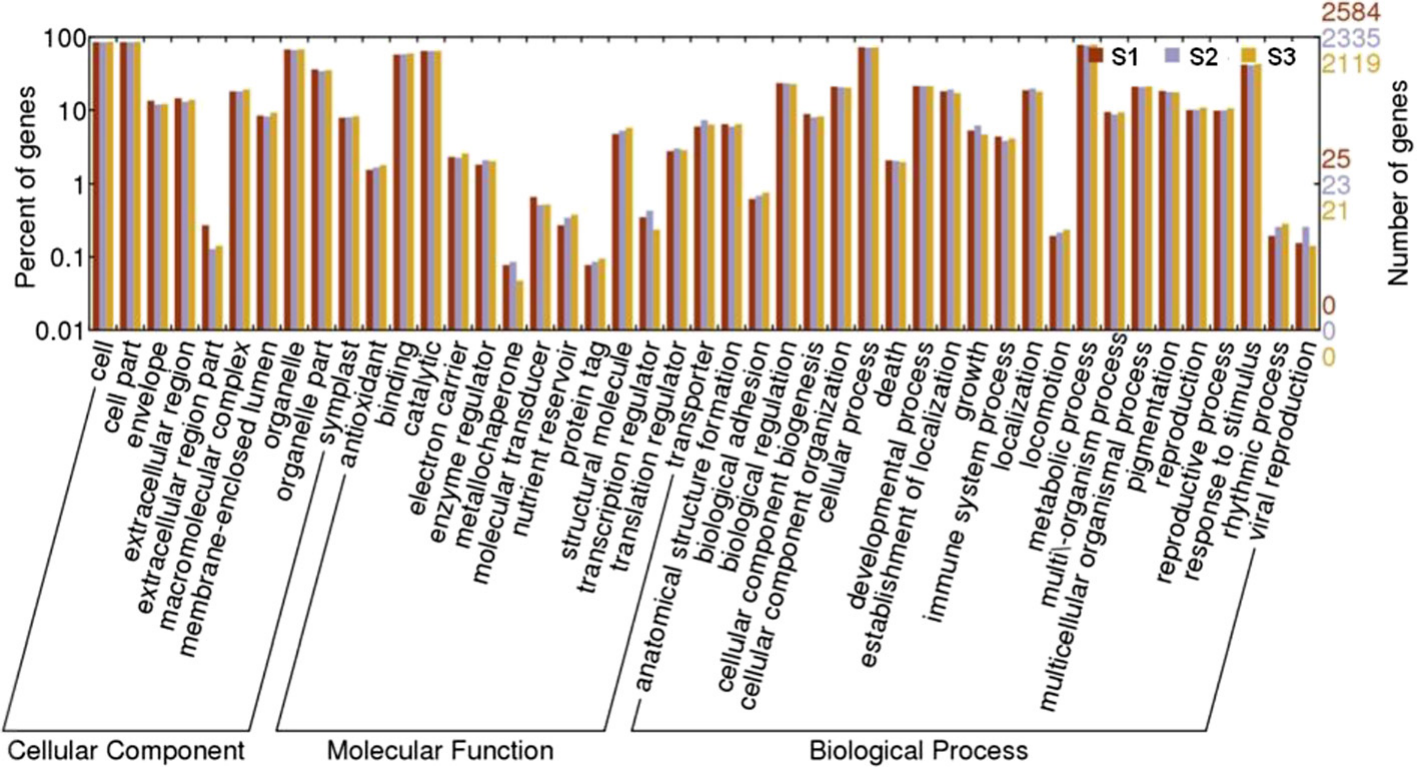
Histogram presentation of Gene Ontology classification. The identified proteins are grouped into three main categories: biological process, cellular component, and molecular function. The right y-axis indicates the number of genes in a category. The left y-axis indicates the percentage of a specific category of genes in that main category

To further evaluate the identified proteins, we performed Cluster of Orthologous Groups (COG) classification analysis. Among the 23 COG categories, the category of general function prediction only contained 271, 247, and 234 proteins in S1, S2, and S3, respectively, and represented the largest group, followed by the category of posttranslational modification, energy production and conversion, carbohydrate transport and metabolism, translation, ribosomal structure, and biogenesis. Nuclear structure, chromatin structure and dynamics, and RNA processing and modification represented the smallest groups, each containing only a few proteins (Fig. 5).

**Fig. 5:**
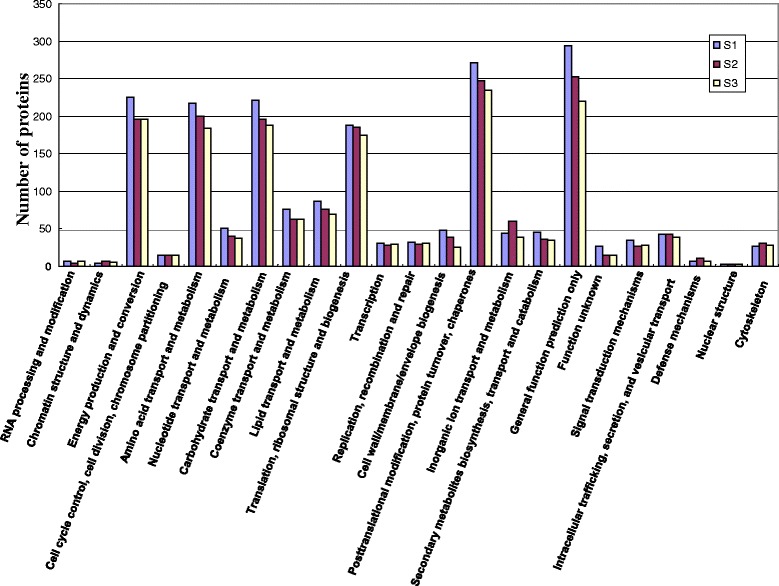
COG function classification of identified proteins. The identified proteins were classified into 23 categories, such as posttranslational modification, energy production and conversion, carbohydrate transport and metabolism, translation, and ribosomal structure. The y-axis indicates the number of genes in each category. The x-axis indicates the categories of proteins

To identify the biological pathways that are active in S1, S2, and S3 gynophores, we mapped the identified proteins to the reference canonical pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database [13]. In total, 290, 282, and 278 KEGG pathways were represented by proteins identified in S1, S2, and S3 gynophores, respectively, and these pathways included metabolic pathways, plant-pathogen interaction pathways, plant hormone signal transduction pathways, and fatty acid biosynthesis pathways (Additional file 5: Table S5). These annotations provide a valuable resource for investigating specific processes and pathways associated with peanut gynophore and pod development.

### Proteins associated with peanut pod development

Previous studies suggested that the geocarpic development of peanut pods is regulated by several factors, such as light, mechanical stimuli, hormones, and gravity. To identify homologues of proteins involved in peanut pod development, we performed a BLASTP search against the NCBI Nr database (E-value < =10^−5^). In total, we identified 69 proteins with functions closely related to the above-mentioned key factors that regulate early pod development in peanut (Table 2). Thirteen of these proteins were associated with hormone metabolism and transport. Among these proteins, ten were involved in auxin biosynthesis, regulation, and transportation, such as auxin conjugate hydrolase, auxin-induced proteins, auxin-binding proteins, and auxin efflux carrier. One protein was involved in ethylene biosynthesis, one was related to brassinosteroid biosynthesis, and one was related to gibberellin regulation. Moreover, we identified 26 proteins related to gravity stimulation in the peanut proteome dataset, half of which were heat shock proteins (Table 2). Twenty-six proteins involved in light and mechanical stimuli were identified, and half of these (13) were annotated as peroxidases. In addition, five calcium-related proteins, namely calmodulin 5, calcium-binding protein, endoplasmic reticulum-type calcium-transporting ATPase 4, calcium-dependent protein serine/threonine kinase, and calcium-binding EF hand family protein, were identified (Table 2).

**Table 2:** The identified proteins associated with early pod development in peanut

Function category^(a)^	Protein annotation^(b)^	Accession no.^(c)^	Protein mass (Da)^(d)^	Number of unique spectra^(e)^			Expression level (RPKM)^(f)^		
				S1	S2	S3	S1	S2	S3
Hormone synthesis and transport									
	ethylene-forming-enzyme-like dioxygenase	Unigene1601	7294.74	1	1	1	40.79	39.57	29.88
	auxin-induced protein PCNT115	Unigene35781	7591	10	2	4	-	-	-
	auxin conjugate hydrolase	Unigene62418	15754.03	2	2	5	31.34	24.86	16.44
	auxin conjugate hydrolase	Unigene66297	18462.26	3	4	3	14.39	57.75	14.66
	auxin-induced protein	Unigene33790	7048.87	6	3	6	-	-	-
	auxin-induced protein	Unigene29960	6562.45	2	1	1	-	-	-
	auxin-induced-related/indole-3-acetic acid induced-related-like	Unigene70406	25322.62	2	0	0	9.56	15.51	13.71
	auxin binding protein 1	Unigene66527	21392.72	1	0	0	-	-	-
	auxin conjugate hydrolase	Unigene28944	4178.08	1	0	0	37.82	34.91	19.87
	auxin efflux carrier	Unigene68037	23205.64	1	0	0	42.66	13.21	5.53
	auxin efflux carrier family protein	Unigene72169	49455.3	1	0	0	-	-	-
	Gibberellin-regulated protein GA	Unigene10067	11170.06	38	29	43	-	-	-
	brassinosteroid biosynthetic protein LKB	Unigene62672	17576.9	2	11	5	311.10	206.03	49.91
Gravity stimulation									
	ABC transporter ABCE.2	Unigene72502	69066.7	39	23	26	84.41	82.15	87.00
	ABC transporter family protein	Unigene21711	5989.96	8	6	1	-	-	-
	white-brown-complex ABC transporter family	Unigene18576	49021.47	2	4	3	25.91	37.09	16.94
	ABC transporter family protein	Unigene70598	35095.19	2	2	1	75.21	68.28	80.76
	multidrug/pheromone exporter MDR family ABC transporter family	Unigene62432	16133.34	1	0	0	62.54	31.35	10.29
	PDR-type ABC transporter 2	Unigene71859	44479.44	2	0	0	48.56	188.56	91.96
	ABC transporter family protein	Unigene69124	18228.19	2	0	0	64.31	47.34	35.95
	ATNAP6 (NON-INTRINSIC ABC PROTEIN 6); protein binding/transporter	Unigene71274	36264.21	1	0	0	-	-	-
	ABC transporter family protein	Unigene65236	19643.19	1	0	0	-	-	-
	DnaJ protein	Unigene63710	16714.22	5	5	9	-	-	-
	DNAJ heat shock N-terminal domain-containing protein	Unigene69504	29786.75	2	0	0	22.64	11.06	12.10
	DNAJ heat shock family protein	Unigene61156	13833.69	1	0	0	-	-	-
	microtubule-associated protein MAP65-1a	Unigene71866	45884.12	0	0	1	94.44	122.33	209.65
	microtubule-associated protein	Unigene71117	33626.74	0	0	1	-	-	-
	heat shock protein 70-3	Unigene69094	27928.34	8	8	5	256.72	227.57	51.51
	heat shock protein 70	Unigene65006	18141.33	13	19	13	149.25	184.87	64.85
	heat shock 70 kDa protein mitochondrial	Unigene77	44585.2	73	35	49	97.49	75.41	38.98
	heat shock protein 70	Unigene64820	18289.48	20	18	29	-	-	-
	Heat shock 70 kDa protein mitochondrial	Unigene22321	5492.85	22	20	24	-	-	-
	heat shock protein 90	Unigene71426	41188.91	20	15	14	396.06	249.15	117.10
	heat shock protein 90	Unigene70349	34936.08	41	34	17	270.06	242.44	89.72
	heat shock protein 60	Unigene19291	13460.84	20	28	20	-	-	-
	heat shock 70 kDa protein mitochondrial	Unigene69299	18064.06	15	7	8	138.07	147.68	63.71
	heat shock protein 83	Unigene69604	31674.36	4	1	13	3.26	10.30	23.60
	heat shock protein binding protein	Unigene72153	46912.47	3	6	4	100.77	96.78	101.63
	peroxisomal small heat shock protein ACD31.2	Unigene55006	7984.84	6	9	13	-	-	-
Light and mechanical stimulus									
	vacuolar H + −ATPase B subunit	Unigene58237	12477.4	63	66	70	-	-	-
	vacuolar H + −ATPase B subunit	Unigene70168	23795.16	32	21	22	-	-	-
	V-H(+)-ATPase subunit A	Unigene57183	12256.11	63	54	51	-	-	-
	vacuolar proton-ATPase subunit-like protein	Unigene72042	53725.55	23	5	3	114.45	79.93	63.00
	vacuolar H + −ATPase A1 subunit isoform	Unigene22140	5891.07	26	10	23	-	-	-
	vacuolar (H+)-ATPase G subunit	Unigene66176	12282.34	6	4	3	-	-	-
	plasma membrane H + −ATPase	Unigene66682	10032.22	2	14	5	70.23	61.12	46.70
	autoinhibited H+ ATPase	Unigene71289	31534.9	3	2	2	96.02	100.12	66.26
	plasma membrane H+ ATPase	Unigene18749	33429.66	3	0	0	67.84	54.27	67.79
	plasma membrane Ca2 + −ATPase	Unigene58047	12779.62	1	0	0	28.12	10.97	10.64
	autoinhibited calcium ATPase	Unigene18942	20451.6	1	0	0	11.23	11.63	30.39
	plasma membrane H + −ATPase	Unigene59696	13366.89	2	0	0	87.35	99.89	62.04
	peroxidase	Unigene54700	11344.53	77	51	54	162.21	201.85	140.32
	peroxidase	Unigene57343	11907.84	66	72	94	-	-	-
	cytosolic ascorbate peroxidase	Unigene49105	9691.83	53	43	54	-	-	-
	peroxidase	Unigene70700	29953.04	43	52	31	291.66	397.48	55.60
	extensin peroxidase	Unigene46836	8747.6	31	31	34	-	-	-
	peroxidase 17	Unigene72081	36015.01	4	15	75	5.25	29.97	54.32
	glutathione peroxidase	Unigene63014	13139.73	10	7	12	-	-	-
	peroxidase	Unigene71860	35645.07	7	2	2	174.21	111.26	59.73
	peroxidase 30	Unigene28971	6729.43	3	1	5	348.59	269.03	79.47
	peroxidase precursor	Unigene48043	9252.78	3	12	6	49.16	38.76	5.94
	peroxidase 1 precursor	Unigene61708	14791.6	5	6	5	-	-	-
	peroxidase 1 precursor	Unigene42563	8357.1	7	2	8	-	-	-
	peroxidase	Unigene26422	6290.16	1	3	4	-	-	-
Calcium related									
	CAM5 (calmodulin 5); calcium ion binding	Unigene60884	6420.92	20	20	22	-	-	-
	calcium-binding protein	Unigene15783	6641.1	4	4	4	-	-	-
	endoplasmic reticulum-type calcium-transporting ATPase 4	Unigene71807	46699.82	4	7	5	80.84	75.27	72.45
	OST1 (open stomata 1); calcium-dependent protein serine/threonine kinase	Unigene3574	19012.44	2	1	1	-	-	-
	calcium-binding EF hand family protein	Unigene16448	44795.08	4	4	4	35.58	32.99	18.99

^a^Proteins associated with peanut pod development were classified into four categories: hormone synthesis and transport, gravity stimulation, light and mechanical stimulus, and calcium-related proteins. ^b^The function of these proteins was annotated using the Nr database. ^c^The corresponding accession numbers in the transcriptome database [10]. ^d^The molecular mass of proteins (Dalton). ^e^The number of unique spectra detected in each samples. ^f^The gene expression level corresponding to each protein

### Comparative analysis of the proteome and transcriptome of peanut

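The transcript values come from RNA sequencing that the authors described in an earlier study [10], with 1 library for each of 3 stages of the peanut (Arachis hypogaea) gynophore, the stalk that carries the fertilized ovary into the soil. The S1 library was made from aerial gynophores 3 to 5 cm long, the S2 library from gynophores that had been in the soil for about 3 days, and the S3 library from gynophores with swelling pods of 2 to 3 mm. Poly(A) RNA was captured on oligo(dT) beads and sequenced on an Illumina HiSeq instrument. The authors aligned the reads to 83579 peanut sequences, of which 51482 carry a unigene number and 32097 carry the identifier of a public peanut sequence. They counted only reads that aligned to a single place, so reads that a sequence shares with a close copy of itself or with another member of its gene family are missing from the values of both. The aligner is not given in the sources used here. The 3 libraries held 20734295 counted reads, 33.3% of them in S1, 32.2% in S2 and 34.5% in S3, and 75972, 76970 and 77112 sequences of the S1, S2 and S3 libraries had at least 1 read. The deposited RPKM values equal these reads divided by sequence length and library total, with a largest relative deviation of 8.42e-09. No genome was used, so unigenes are given by number and length, without a chromosome position. Because each stage has 1 library, no difference between stages has a replicate check, and no SD or p-value can be given. The 95% intervals are exact Poisson intervals for an RPKM value and exact Clopper-Pearson intervals for a ratio of RPKM values. They cover counting error only and compare the 3 libraries, not the stages. Where a library had no read, a bound was computed with a floor of 3 reads in that library. Over the sequences with a read, the median of the log2 ratios of RPKM + 1 was 0.16 for S3 to S1, 0.18 for S3 to S2 and 0 for S2 to S1. Rescaling the libraries by the median of their ratios multiplied every S3 to S1 ratio by 0.872, every S3 to S2 ratio by 0.838 and every S2 to S1 ratio by 1.04. Rescaling by the upper quartile multiplied them by 0.901, 0.846 and 1.07. A ratio is given from the deposited RPKM values unless a rescaling is named.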

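Of the 81517 sequences with a read in any library, 7360 were at least 2 times higher and 7489 at least 2 times lower in S2 than in S1, in RPKM + 1. Between S2 and S3 the numbers were 15181 higher and 9313 lower in S3, and between S1 and S3 they were 17098 higher and 11352 lower in S3. When each pair of libraries was drawn from 1 common profile with counting error alone, 2234 higher and 2400 lower sequences passed this limit between S1 and S2, 2148 and 2205 between S2 and S3, and 2037 and 2045 between S1 and S3. Where the larger RPKM was at least 10, the observed numbers were 2870 higher and 3603 lower in S2 than in S1, 9199 and 5210 in S3 against S2, and 10380 and 7187 in S3 against S1. The balance of higher and lower sequences depended on the scaling. From S2 to S3, higher sequences were 62.0% of those past the limit with RPKM as deposited, 47.0% after rescaling by the median of ratios and 47.9% by the upper quartile. From S1 to S3 they were 60.1%, 50.1% and 52.7%, and from S1 to S2 49.6%, 53.8% and 55.9%. The paper states that the earlier study found a global change in gene expression before and after the initiation of pod growth.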

In our previous study, we performed a transcriptome analysis of peanut gynophores and pods (including S1, S2, and S3 samples), and generated a global gene expression profile that provided valuable information about the changes in gene expression that occur in S1, S2, and S3 gynophores and during pod development [10]. The gene expression level was calculated by RPKM (reads per kb per million reads). To evaluate the post-transcriptional regulation of gene expression during these three stages of gynophore development, we compared the protein identification results with the gene expression data. 

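For the 38 proteins of Table 2 that have a value in the expression table, the number of unique spectra given by the paper was set against the RPKM of the same stage. Spearman's rho across proteins was 0.530 in S1 (95% bootstrap interval over proteins 0.264 to 0.730), 0.522 in S2 (0.247 to 0.737) and 0.346 in S3 (0.0247 to 0.616). Each is a correlation across proteins within a single library, and proteins are not independent replicates, so no p-value was computed. Dividing the spectra by protein mass gave 0.561, 0.522 and 0.269. The 31 proteins of Table 2 without a value are outside these correlations. The values rest on the stage columns of Table 2, which place in S1 the spectra of 6 of the 38 proteins that Table S2 lists for S2 and of 1 that Table S3 lists for S3. With these spectra moved to the listed stages, rho was 0.502 in S1, 0.518 in S2 and 0.353 in S3, an alternative chosen after the data had been seen.

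**Figure D1:**
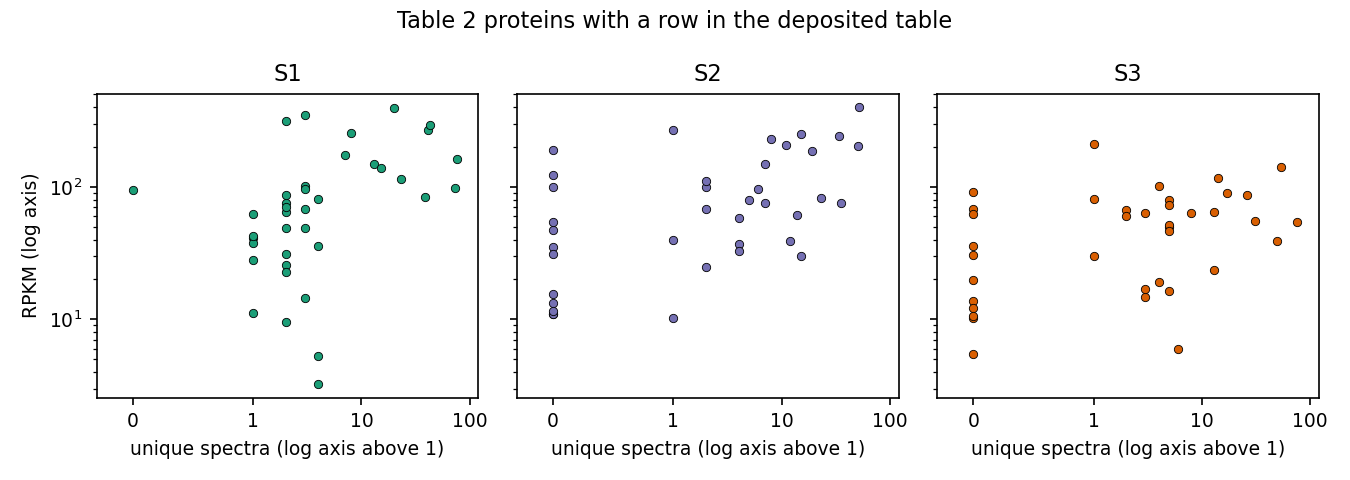
RPKM on a log axis against the paper's unique spectra on an axis that is logarithmic above 1, with 1 panel per stage and 1 point for each of the 38 Table 2 proteins with a value. Points at 0 on the spectra axis are proteins with no spectra in that stage column of Table 2, although Tables S2 and S3 list spectra in that stage for 6 of the S2 points and 1 of the S3 points, and the rank correlation is lower in S3 than in S1 and S2.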

The correlation between identified proteins and mRNA expression is shown in Table 2. A total of 38 of the 69 identified key proteins were detected in the digital gene expression profiling results, including key proteins in hormone synthesis, response to gravity, light, mechanical stimulus, and calcium. 

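Of the 69 unigenes of Table 2, 38 have an entry in the deposited table. Each of the 38 had at least 10 reads over the 3 libraries and an RPKM of at least 1 in at least 1 stage. They comprise 7 of the 13 proteins of hormone synthesis and transport, 16 of the 26 of gravity stimulation, 13 of the 25 listed under light and mechanical stimulus, and 2 of the 5 calcium-related proteins. The RPKM was highest in S1 for 21 of them, in S2 for 10 and in S3 for 7. For 4 of them the highest stage changed when the libraries were rescaled. These 4, named because their values were seen to change, are an ethylene-forming-enzyme-like dioxygenase (Unigene1601), a pair of ABC transporters (Unigene72502 and Unigene70598) and a heat shock protein binding protein (Unigene72153). The other 31 unigenes are absent from the table. Absence is not a count of 0, since the table also lists 308 unigenes for which no library has a read.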

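The 31 Table 2 proteins whose unigenes are absent from the expression table had a median of 17 unique spectra over the 3 stages in the paper's counts, against 10.5 for the 38 proteins with a value. Their median mass was 12256 Da, against 28857.5 Da. Among the 38, the lowest value was for heat shock protein 83 (Unigene69604, 800 bases) in S1, with 18 reads, an RPKM of 3.26 (95% interval 1.93 to 5.15) and 4 unique spectra in the paper's count. Peroxidase 17 (Unigene72081, 1460 bases) had an RPKM of 5.25 (3.93 to 6.87) in S1, 30.0 (26.6 to 33.6) in S2 and 54.3 (49.9 to 59.0) in S3, where the paper counts 4, 15 and 75 unique spectra. The peroxidase precursor of Unigene48043 had 11 reads in S3, an RPKM of 5.94 (2.97 to 10.6), and 6 unique spectra.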

Interestingly, the corresponding gene transcription levels of some proteins that were found to be highly abundant at the protein level (i.e., proteins that were detected by multiple peptides) were very low or undetected. Examples of these include gibberellin-regulated protein (Unigene10067), heat shock protein 70 (Unigene71426), heat shock protein 60 (Unigene19291), vacuolar H^+^-ATPase B subunit (Unigene58237, Unigene70168), and peroxidase (Unigene57343). By contrast, some highly expressed transcripts were not detected in the peanut proteome dataset. For example, the PDR-type ABC transporter 2 transcript (Unigene71859) exhibited higher expression levels in S2 (RPKM 188.56) and S3 (RPKM 91.96) gynophores than in S1 gynophores (RPKM 48.56). However, PDR-type ABC transporter 2 protein was only detected in S1 gynophores, suggesting the occurrence of post-transcriptional regulation of the corresponding gene.

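Of these 6 unigenes, 5 are absent from the deposited table, so no read count or RPKM can be given for them and their transcript level was not analysed here. In the paper's spectra summed over the 3 stages, peroxidase Unigene57343 had 232, the vacuolar H+-ATPase B subunits Unigene58237 and Unigene70168 had 199 and 75, gibberellin-regulated protein Unigene10067 had 110 and heat shock protein 60 Unigene19291 had 68. The sixth, Unigene71426, is listed with 3093, 1879 and 946 reads in S1, S2 and S3. Its RPKM was 396 (95% interval 382 to 410.3) in S1, 249 (238 to 261) in S2 and 117 (109.8 to 125) in S3. Table 2 names this unigene heat shock protein 90 and gives the same RPKM values.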

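Among the 38 Table 2 proteins with a value, 12 have no spectra in S2 in the paper's counts. Their median RPKM in S2 was 33.1, with 11.0 as the lowest and the PDR-type ABC transporter 2 (Unigene71859) as the highest, against a median of 81.0 for the 26 with spectra. In S3, 11 had no spectra, with a median RPKM of 19.9, against 59.7 for the 27 with spectra. In S1 the microtubule-associated protein MAP65-1a (Unigene71866) was the only one of the 38 without spectra. These counts rest on the stage columns of Table 2, which differ from Tables S1 to S3. Of the 12 without spectra in S2, 6 are listed there as specific to S2, Unigene71859 among them, and the other 6 had a median RPKM of 33.1. Of the 11 without spectra in S3, 1 is listed as specific to S3, and the other 10 had a median of 16.8. Transcripts outside Table 2 that have no protein were not analysed here.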

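The PDR-type ABC transporter 2 unigene (Unigene71859, 1308 bases) had 439, 1646 and 860 reads in S1, S2 and S3. Its RPKM was 48.6 (95% interval 44.1 to 53.3) in S1, 189 (179.6 to 198) in S2 and 92.0 (85.9 to 98.3) in S3. The ratio of S2 to S1 was 3.88 (3.49 to 4.32) and that of S3 to S1 was 1.89 (1.69 to 2.13), or 1.65 and 1.71 after the rescalings. The protein side rests on 2 unique spectra in the paper's tables. Table 2 places both in S1, whereas Table S2 lists the same unigene with 2 unique spectra among the proteins specific to S2, and Table S7 lists it there too. Of the 18 Table 2 proteins with spectra in a single stage, 6 are listed for that stage in Tables S1 to S3 and 12 for another, and all 12 carry the same number of spectra in both places. From the protein in S1 and the higher transcript level in S2 and S3, the paper proposes post-transcriptional regulation of this gene.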

## Discussion

Proteomic technology is a useful approach for identifying proteins in plants [14–18]. Recently, a number of proteins that are differentially expressed between peanut aerial gynophores, subterranean gynophores, and early swelling pods, were identified using two-dimensional electrophoresis combined with mass spectrometry [11, 12]. In the current study, we combined 1 DE with nanoLC MS/MS shotgun proteomic analysis to provide a comprehensive overview of the proteome profile during peanut gynophores and early pod development. Compared with traditional approaches, fractionation prior to LC − MS/MS analysis significantly increased the number of identified proteins and individual protein coverage [19]. We successfully identified 2766, 2518, and 2280 proteins in peanut S1, S2, and S3 gynophores, including 69 proteins related to the gravity response, light and mechanical stimuli, and hormone biosynthesis and transport, which are all considered to be important processes during peanut gynophore elongation and early pod development.

In contrast to other aboveground organs of peanut, the aerial gynophores grow downwards to the ground. Proteins that play positive roles in geotropic growth could thus be involved in gynophore development. It was reported that the ABC transporters, heat shock proteins, microtubules, and microtubule-associated proteins play important roles in the plant’s response to gravity stimulation [20, 21]. We identified 26 proteins related to gravity stimulation in the peanut proteome dataset, half of which were heat shock proteins (Table 2). Light and mechanical stimuli are the key factors affecting peanut pod development [2–5, 7]. In total, we identified 26 proteins involved in light and mechanical stimuli in this study, 13 of which were annotated as peroxidases. In addition, we identified five calcium-related proteins, i.e., calmodulin 5, calcium-binding protein, endoplasmic reticulum-type calcium-transporting ATPase 4, calcium-dependent protein serine/threonine kinase, and calcium-binding EF hand family protein (Table 2).

After soil penetration, the gynophores continue to elongate for a short period of time in the darkness. However, S2 gynophores exhibit morphological and physiological differences from S1 gynophores, indicating that the expression levels of some proteins were changed. Here, we detected 574 proteins that were specifically expressed in S1 gynophores. By comparing our proteomic data with our previously published RNA-seq dataset [10], we identified 91 proteins whose transcription levels were high or specifically expressed in S1 gynophores (Additional file 6: Table S6). 

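All 91 unigenes of Table S6 are in Table S1 and in the deposited table. The 567 RPKM values that the paper prints for the unigenes of Tables 2, S6, S7 and S8 equal the deposited ones within 0.01. For 86 of the 91 unigenes the RPKM was highest in S1, for 3 in S2 and for 2 in S3. The exceptions, named after their values were seen, are an expansin (Unigene19425), a pectin methylesterase (Unigene18179) and phenylalanine ammonia-lyase 2 (Unigene68543) in S2, and a branched-chain alpha keto-acid dehydrogenase (Unigene11052) and a 5-oxoprolinase (Unigene4194) in S3. Unigene4194 moved to S2 under both rescalings. The paper's text does not name a limit for high or specific expression. The S1 value was at least 1.5 times that of each other stage for 69 unigenes and at least 2 times for 46. Because the authors chose these proteins by their values in the same libraries, the share is not independent evidence. Over all of Table S1, 260 of the 574 proteins have an entry and 259 have a read. Of the 259, the RPKM was highest in S1 for 166 (64.1%). Random lists of unigenes matched on mean RPKM gave a mean of 87.7, with the central 95% between 73 and 102. Among all 51174 unigenes with a read, 30.7% were highest in S1, 21.9% in S2 and 47.3% in S3.

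**Figure D2:**
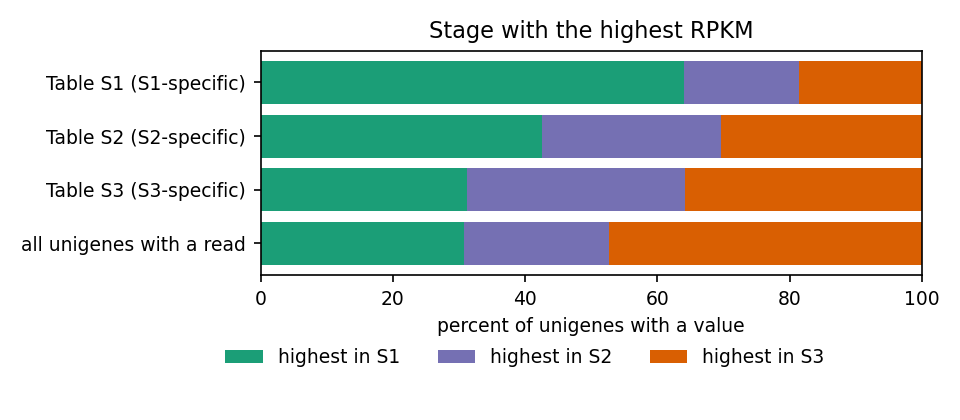
Percent of unigenes whose RPKM was highest in S1, S2 or S3, as stacked bars for the proteins of Tables S1, S2 and S3 with a value and for all unigenes with a read. The S1 part is 64.1% for Table S1 and 30.7% for all unigenes.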

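Outside Table S6, 168 proteins of Table S1 have a read, and 80 of them had their highest RPKM in S1. Over the whole of Table S1, 45 proteins had their highest RPKM in S2 and 48 in S3, and 314 have no entry in the deposited table. Across all proteins of Table S1 with a read, the median log2 ratio of RPKM + 1 in S1 to the mean of the other two stages was 0.50 (95% order-statistic interval over proteins 0.37 to 0.62). This median lay above those of all 10000 random lists matched on mean RPKM, whose middle value was -0.08 (-0.19 to 0.05). Such a percentile describes these libraries and is not a test. Among the 44 proteins with a value and at least 2 unique peptides, 36 were highest in S1.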

For other proteins identified, the corresponding gene expression data were not in agreement with the protein accumulation patterns. We classified these 91 proteins into 11 groups according to their function. Among these specific proteins in S1 gynophores, 11 proteins were annotated as cell structure-related proteins, including four members of the pectin methylesterase family, two proteins involved in polygalacturonase, one expansin, one polygalacturonase-inhibiting protein, and two villins. 

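Of the 11 unigenes that Table S6 lists under cell structure, 9 had their highest RPKM in S1. The 4 pectin methylesterases differed. Unigene70222 (879 bases) fell from an RPKM of 146 (95% interval 137 to 156) in S1 to 91.0 (83.5 to 99.1) in S2 and 48.1 (42.8 to 53.8) in S3. Unigene15192 (604 bases) fell from an RPKM of 51.5 (44.9 to 58.9) in S1 to 16.6 (12.9 to 21.1) in S2 and 6.95 (4.69 to 9.92) in S3. Unigene67076 (600 bases) had an RPKM of 29.2, 26.7 and 5.83 in S1, S2 and S3, and its S2 to S1 ratio of 0.916 (0.699 to 1.20) shows that a difference between S1 and S2 was not detectable at this depth. The same holds for Unigene18179 (1133 bases), with an RPKM of 50.1, 50.9 and 24.2 and an S2 to S1 ratio of 1.02 (0.881 to 1.17). The expansin Unigene19425 (828 bases) was higher in S2 than in S1, with 248, 436 and 5 reads, an RPKM of 43.3, 78.9 and 0.845 and an S2 to S1 ratio of 1.82 (1.55 to 2.14). The polygalacturonase Unigene70619 had an RPKM of 97.0, 46.5 and 31.1 in the 3 stages and the polygalacturonase-inhibiting protein Unigene68584 an RPKM of 71.1, 56.7 and 10.2. The RPKM of villin 1 (Unigene70258) was 143, 73.8 and 28.3 and that of villin 3 (Unigene7272) was 79.0, 31.4 and 16.8.

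**Figure D3:**
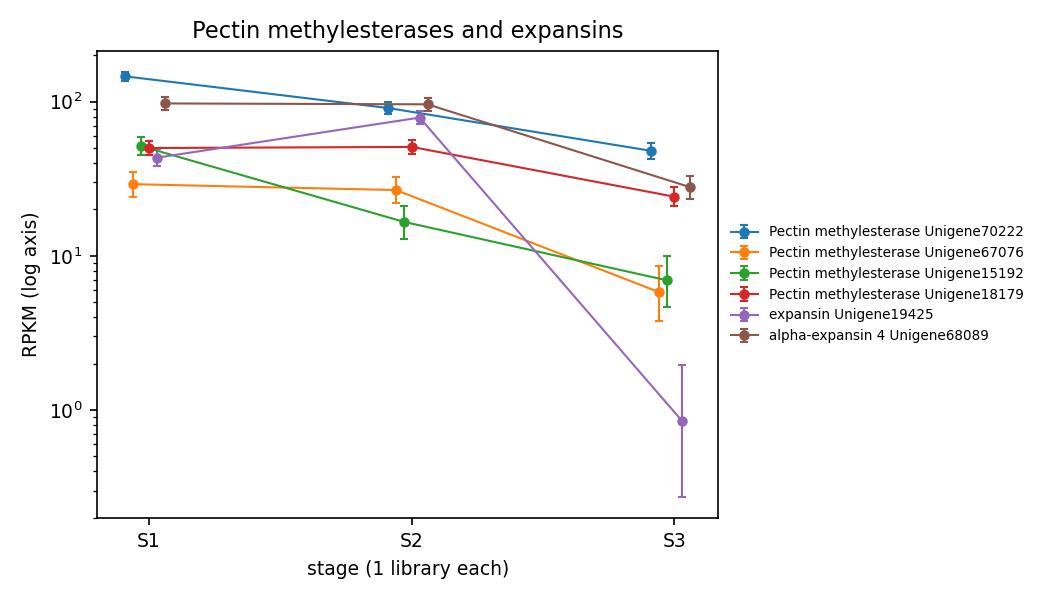
RPKM on a log axis in the 3 stages for the 4 pectin methylesterases and the expansin of Table S6, and for alpha-expansin 4 of Table S7, with 95% Poisson intervals that cover counting error only. All 6 were lowest in S3, and Unigene70222 and Unigene15192 were lower in S2 than in S1.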

Pectin methylesterase plays important roles in cell wall extension during pollen germination, pollen tube growth, and stem elongation [22]. Expansins are involved in cell enlargement and can cause irreversible extension of the cell wall [23], and have been linked to auxin action [24]. 

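The wider families were read from the annotation in the deposited table, which covers unigenes and public sequences. The words used for pectin enzymes can also match their inhibitors, such as polygalacturonase-inhibiting protein, so the first group is wider than pectin methylesterases. The 115 sequences whose annotation names pectin methylesterase, pectinesterase or polygalacturonase together had 3309.7, 3895 and 1379.7 reads per 1000000 counted reads in S1, S2 and S3. Their median log2 ratio of RPKM + 1 was 0.32 from S1 to S2 and -1.04 from S2 to S3, against 0.00 and 0.04 for random lists matched on mean RPKM. Over only the 10 unigenes of this group named in the paper's protein tables, the median from S1 to S2 was -0.31, the opposite direction. They include pectin methylesterases of Table S6, which the authors chose by their values in the same libraries. A fall from S1 was thus partly built into this list. The 25 sequences annotated as expansin had 336, 450.0 and 119 reads per 1000000 counted reads, with medians of 0.50 from S1 to S2 and -1.45 from S2 to S3. The directions over all sequences of both families held under both rescalings.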

We suggest that the accumulation of pectin methylesterase and expansins promotes the elongation of S1 gynophores. 

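Among the proteins of Table S1 with an RPKM of at least 10 in S1, the 3 with the largest ratio of RPKM + 1 in S1 to that of the nearer other stage were a GDSL-motif lipase and a pair of flavonoid glycosyltransferases. The flavonoid 3-O-galactosyl transferase Unigene67415 (619 bases) had 663, 3 and 4 reads in S1, S2 and S3, an RPKM of 155 (95% interval 143 to 167), 0.726 (0.150 to 2.12) and 0.904 (0.246 to 2.31). Its S1 to S2 ratio was 213 (72.7 to 1038), with an interval as wide as 3 reads in S2 allow. The UDP-glucose flavonoid 3-O-glucosyltransferase UGT78K1 (Unigene59800, 383 bases) had 695, 6 and 0 reads. Its RPKM of 263 (243 to 283) in S1 fell to a level at least 239.7-fold lower in S3, computed against the floor of 3 reads, and its S1 to S2 ratio was 112 (51.1 to 306). Anthocyanidin synthase 2 (Unigene71696) had an RPKM of 105, 35.1 and 1.14 and chalcone synthase (Unigene16603) an RPKM of 128, 73.6 and 4.88 in S1, S2 and S3. The 133 sequences whose annotation names chalcone, flavonoid, flavonol or anthocyanin compounds had 2627, 1962 and 972 reads per 1000000 counted reads, and their median log2 ratio was 0.00 from S1 to S2 and -0.49 from S2 to S3.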

By comparing our proteomic data with our previously published RNA-seq dataset, we also found some other interesting proteins in S1 gynophores (Additional file 6: Table S6). For example, GDSL-motif lipase, which is associated with ethylene signaling proteins in Arabidopsis [25], was identified only in S1 gynophores. 

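The GDSL-motif lipase unigene Unigene69514 (787 bases) had 2538 reads in S1, 24 in S2 and 1 in S3. Its RPKM was 467 (95% interval 449 to 485) in S1, 4.57 (2.93 to 6.80) in S2 and 0.178 (0.00450 to 0.990) in S3. The S1 to S2 ratio was 102 (68.5 to 159.7). The single read in S3 gives an S1 to S3 ratio of 2626 (471 to 103744). The reads covered 90.5% of the sequence in S1 and 68.2% in S2. The other GDSL lipases of Table S6 fell as well. Unigene19153 had an RPKM of 139.6, 8.10 and 0.573 and an S1 to S2 ratio of 17.2 (13.4 to 22.4), and GDSL-lipase 1 (Unigene39924) had an RPKM of 49.6, 14.6 and 1.94 and an S1 to S2 ratio of 3.40 (2.07 to 5.82).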

At the transcription level, the GDSL-motif lipase unigene 69514 was strongly expressed in S1 gynophores (466.64 RPKM), while its expression levels were much lower in S2 (4.57 RPKM) and S3 (0.18 RPKM) gynophores.

We identified 307 proteins that were specifically or strongly expressed in S2 gynophores (Additional file 2: Table S2). The protein accumulation pattern of 35 of these proteins was in agreement with their transcription level in the S2 gynophore (Additional file 7: Table S7). However, the accumulation trend of other proteins was not in agreement with their transcripts. 

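Of the 35 unigenes of Table S7, 32 had their highest RPKM in S2 and 3 in S1. The exceptions, named after their values were seen, are alpha-expansin 4 (Unigene68089), a cysteine protease (Unigene8297) and beta-amyrin synthase (Unigene65091). The S2 value was at least 1.5 times that of each other stage for 18 and at least 2 times for 10. Some of the 32 differed from S1 only within counting error, such as delta-COP (Unigene42225), with an S2 to S1 ratio of 1.09 (0.678 to 1.76). Of the 307 proteins in Table S2, 189 have an entry and 188 have a read. Of these 188, 51 (27.1%) were highest in S2, 80 in S1 and 57 in S3. The number highest in S2 was 63 after rescaling by the median of ratios and 67 by the upper quartile. At the deposited scaling, matched random lists gave a mean of 36.0 highest in S2, with the central 95% between 26 and 47. The median log2 ratio of S2 to the mean of the other two stages was -0.08 (-0.14 to 0.03), at percentile 99.5 of the random lists, whose middle value was -0.21. Its sign depended on the scaling, since it was 0.042 after rescaling by the median of ratios and 0.056 by the upper quartile. Sieve element-occluding protein 3 (Unigene11826, 677 bases), the unigene of Table S2 with the largest ratio to the nearer other stage, had 37, 313 and 35 reads in S1, S2 and S3 and an S2 to S1 ratio of 8.76 (6.22 to 12.7).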

Function annotation and classification results showed that one-third of the proteins whose protein accumulation patterns agrees with their transcripts were enzymes involved in metabolism and secondary metabolism, such as anthocyanin-O-acyltransferase, caffeic acid O-methyltransferase, and phytase. In addition, three disease and defense-related proteins were identified, i.e., class III peroxidase, peroxidase 1 precursor, and peroxidase-like protein. 

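Table S7 lists 6 unigenes under metabolism and 6 under secondary metabolism. All 6 of the first and 5 of the second had their highest RPKM in S2. Within the first, the S2 to S1 ratios of ADP-glucose pyrophosphorylase (Unigene12996) and Unigene26514 were within counting error. They were 1.09 (0.976 to 1.22) and 1.24 (0.492 to 3.21), and those of the rest of the first lay beyond it. Anthocyanin-O-acyltransferase (Unigene47528, 256 bases) had an RPKM of 65.0 (53.7 to 78.0) in S1, 98.9 (84.6 to 115) in S2 and 31.7 (24.1 to 41.0) in S3, with an S2 to S1 ratio of 1.52 (1.19 to 1.95). Caffeic acid O-methyltransferase (Unigene56621, 336 bases) rested on 6, 19 and 4 reads, an RPKM of 2.58, 8.47 and 1.67, and its S2 to S1 ratio was 3.28 (1.26 to 10.0). For phytase (Unigene49679, 270 bases), with an RPKM of 44.5, 54.9 and 16.6, the S2 to S1 ratio of 1.24 (0.913 to 1.67) was within counting error, whereas the S2 to S3 ratio was 3.31 (2.20 to 5.10).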

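Class III peroxidase (Unigene2527, 1049 bases) had 201, 954 and 133 reads in S1, S2 and S3, an RPKM of 27.7 (95% interval 24.0 to 31.8), 136 (128 to 145) and 17.7 (14.8 to 21.0). Its S2 to S1 ratio was 4.91 (4.22 to 5.75). The peroxidase-like protein (Unigene51557, 285 bases) rose from an RPKM of 7.62 (4.26 to 12.6) in S1 to 107 (93.0 to 123) in S2, a ratio of 14.1 (8.34 to 25.6), and had 14.2 (9.53 to 20.4) in S3. Peroxidase 1 precursor (Unigene19499, 947 bases) had an RPKM of 47.8 (42.7 to 53.4) in S1 and 52.4 (46.9 to 58.3) in S2, and its S2 to S1 ratio of 1.10 (0.935 to 1.28) was within counting error. All 3 were lower in S3 than in S2, with S2 to S3 ratios of 7.68, 7.54 and 7.09.

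**Figure D4:**
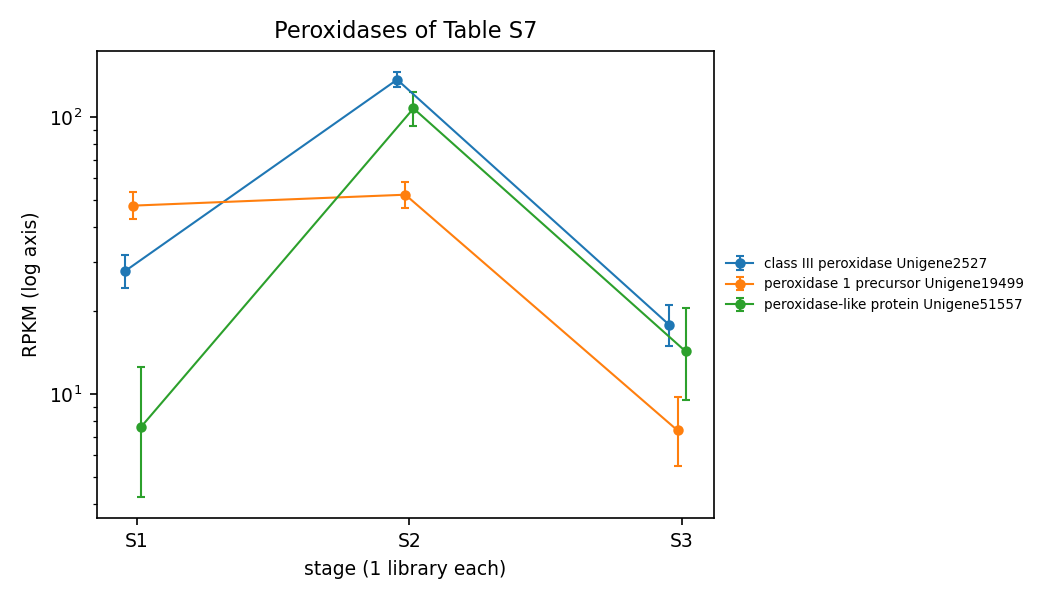
RPKM on a log axis in the 3 stages for the 3 peroxidases of Table S7, with 95% Poisson intervals that cover counting error only. Unigene2527 and Unigene51557 peak in S2, and the S1 and S2 intervals of Unigene19499 overlap.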

Peroxidases are a family of isozymes found in plants, and their functions include removal of H_2_O_2_, biosynthesis and degradation of lignin in cell walls, auxin catabolism, defense responses to wounding, and defense against pathogen or insect attack [26]. We suggest that high levels of peroxidase accumulation play essential roles in underground gynophore development. Moreover, four transport-related proteins, namely amino acid/polyamine transporter II, MATE efflux family protein, PDR-type ABC transporter 2, and sugar transporter ERD6-like 6, were specifically identified in S2 gynophores.

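The 81 sequences annotated as peroxidase in the deposited table had 2660.4, 4407 and 2104 reads per 1000000 counted reads in S1, S2 and S3. Their median log2 ratio was 0.46 from S1 to S2 and -0.94 from S2 to S3, and both directions held under both rescalings. Of the 60 with at least 10 reads in S1 and S2 together, 25.0% were lower in S2. Not every peroxidase followed the family. Of the 6 peroxidases of Table 2 with a value, 3 were highest in S1, 2 in S2 and 1 in S3, and the class III peroxidase of Table S6 (Unigene18372) had an RPKM of 67.5, 33.2 and 8.04. From the S2 peroxidases, the paper proposes that high levels of peroxidase are essential in underground gynophore development.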

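Amino acid/polyamine transporter II (Unigene71843, 1297 bases) had an RPKM of 38.4 (95% interval 34.4 to 42.7) in S1, 59.6 (54.6 to 65.0) in S2 and 50.8 (46.3 to 55.6) in S3, with an S2 to S1 ratio of 1.55 (1.35 to 1.79) and an S3 to S2 ratio of 0.852 (0.750 to 0.967). The MATE efflux family protein (Unigene70012, 849 bases) had 85, 135 and 37 reads, an RPKM of 14.5, 23.8 and 6.10 and an S2 to S1 ratio of 1.64 (1.24 to 2.18). Sugar transporter ERD6-like 6 (Unigene8614, 748 bases) had an RPKM of 32.3, 41.9 and 10.3 and an S2 to S1 ratio of 1.30 (1.05 to 1.60). These 3 transcripts, with that of PDR-type ABC transporter 2, were highest in S2 under the deposited scaling and under both rescalings.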

Compared with the RNA-seq dataset [10], we found that 26 proteins of S3 were highly or specifically expressed both at the protein and mRNA level (Additional file 8: Table S8). Seven of these were enzymes involved in metabolism and secondary metabolism, including cinnamate 4-hydroxylase (C4H). 

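Of the 26 unigenes of Table S8, 22 had their highest RPKM in S3, 2 in S1 and 2 in S2. The exceptions, named after their values were seen, are lipoxygenase (Unigene19591) and cinnamate 4-hydroxylase (Unigene62400) in S2, and a protein annotated as binding (Unigene68861) and sieve element-occluding protein 3 (Unigene42923) in S1. The S3 value was at least 1.5 times that of each other stage for 11 and at least 2 times for 4. After either rescaling, 20 were highest in S3. Of the 185 proteins in Table S3, 110 have an entry and 109 have a read. Of the 109, 39 were highest in S3, 36 in S2 and 34 in S1, and the number highest in S3 was 29 under each rescaling. Matched random lists gave a mean of 50.8 highest in S3, with the central 95% between 41 and 61, a range above the observed number. The median log2 ratio of S3 to the mean of the other two stages was -0.04 (-0.42 to 0.13), at percentile 11.5 of the random lists. After rescaling by the median of ratios and by the upper quartile it was -0.24 (-0.63 to -0.08) and -0.22 (-0.60 to -0.05), at percentiles 13.3 and 11.8 of lists rescaled likewise. Homogentisate 1,2-dioxygenase (Unigene70146, 867 bases), selected as the third largest rise to S3 in Table S3, had 76, 91 and 261 reads in S1, S2 and S3 and an S3 to S2 ratio of 2.68 (2.10 to 3.44).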

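Of the 7 unigenes that Table S8 lists under metabolism, 5 had their highest RPKM in S3, and 3 after either rescaling, since pyruvate dehydrogenase alpha subunit (Unigene17055) and starch branching enzyme I (Unigene69042) moved to S2. Cinnamate 4-hydroxylase (Unigene62400, 434 bases) was not among the 5. It had 311, 774 and 252 reads in S1, S2 and S3, an RPKM of 104 (95% interval 92.5 to 116), 267 (249 to 287) and 81.2 (71.5 to 91.9). Its S3 to S2 ratio was 0.304 (0.263 to 0.351) and its S3 to S1 ratio was 0.783 (0.661 to 0.928), so the transcript was highest in S2 and lowest in S3, under the rescalings as well. The 57 sequences whose annotation holds cinnam, lignin, laccase or caffe had 1794, 2486 and 693 reads per 1000000 counted reads, with a median log2 ratio of 0.60 from S1 to S2 and -1.30 from S2 to S3.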

C4H is a key catalytic enzyme in the synthesis of 4-hydroxycinnamate, a component in the lignin and anthocyanin biosynthesis pathways. In addition, fatty acids and starch synthesis-related proteins, such as lipoxygenase, FAD-binding domain-containing protein and starch branching enzyme I, were found in S3 gynophores and pods, suggesting that dry matter accumulation and seed development have started at this stage. 

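Lipoxygenase (Unigene19591, 1300 bases) had 120, 317 and 320 reads in S1, S2 and S3, an RPKM of 13.4 (95% interval 11.1 to 16.0), 36.5 (32.6 to 40.8) and 34.4 (30.8 to 38.4). Its S2 to S1 ratio was 2.74 (2.21 to 3.40) and its S3 to S2 ratio of 0.942 (0.804 to 1.10) was within counting error, or 0.790 after rescaling by the median of ratios. The FAD-binding domain-containing protein (Unigene7949, 1293 bases) rose from an RPKM of 0.895 (0.387 to 1.76) in S1 to 24.2 (21.0 to 27.7) in S2 and 32.3 (28.8 to 36.2) in S3. Its S3 to S2 ratio was 1.34 (1.12 to 1.60), or 1.12 after rescaling by the median of ratios. Starch branching enzyme I (Unigene69042, 739 bases) had an RPKM of 22.9 (18.9 to 27.5) in S1, 35.5 (30.4 to 41.1) in S2 and 41.8 (36.5 to 47.7) in S3, with an S3 to S1 ratio of 1.83 (1.45 to 2.30) and an S3 to S2 ratio of 1.18 (0.962 to 1.45) that fell to 0.988 after rescaling by the median of ratios. All 3 transcripts were thus higher in both underground stages than in S1, and the larger part of each rise lay between S1 and S2. From the finding of these proteins in S3, the paper proposes that dry matter accumulation and seed development have started at this stage.

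**Figure D5:**
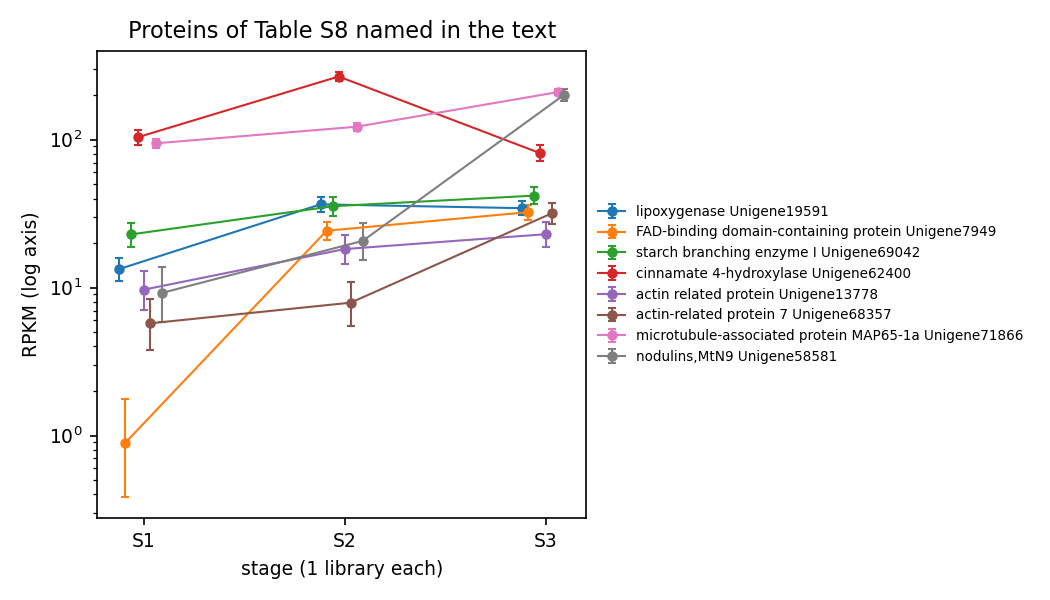
RPKM on a log axis in the 3 stages for 8 proteins of Table S8 named in the text, with 95% Poisson intervals that cover counting error only. Cinnamate 4-hydroxylase peaks in S2, and MtN9 rises most between S2 and S3.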

Five cell growth or division and cell structure proteins were identified in early swelling pods. When the pod starts to swell, gynophore elongation ceases. 

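Table S8 lists 2 unigenes under cell growth or division and 2 under cell structure, and all 4 had their highest RPKM in S3. Actin-related protein 7 (Unigene68357, 682 bases) had 27, 36 and 155 reads in S1, S2 and S3, an RPKM of 5.73 (95% interval 3.78 to 8.33), 7.91 (5.54 to 10.9) and 31.8 (27.0 to 37.2), and an S3 to S2 ratio of 4.02 (2.78 to 5.95). The actin-related protein of Unigene13778 (658 bases) had an RPKM of 9.68, 18.2 and 23.0, and its S3 to S2 ratio of 1.26 (0.935 to 1.70) was within counting error. Microtubule-associated protein MAP65-1a (Unigene71866, 1313 bases) had an RPKM of 94.4, 122 and 209.6 and an S3 to S2 ratio of 1.71 (1.59 to 1.85), or 1.44 after rescaling by the median of ratios. The paper's tables count 1 unique spectrum for this protein. The 124 sequences annotated as actin, tubulin or microtubule together had 8744, 7451 and 5496 reads per 1000000 counted reads, with a median log2 ratio of -0.10 from S1 to S2 and -0.09 from S2 to S3. When the letters actin were matched anywhere in a word, as in interacting, the group grew to 255 sequences and the medians were -0.07 and 0.11. The latter has the opposite sign only at the deposited scaling, since it was -0.08 and -0.07 after the rescalings.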

The high levels of actin and microtubule-associated protein accumulation suggest that the cytoskeleton undergoes drastic change in S3 gynophores. The identification of specific and highly abundant proteins in S2 and S3 gynophores provided valuable information that can be used to advance our understanding of the molecular mechanism underlying geocarpic pod development.

## Conclusions

Our integrated analysis of proteome and transcriptome data provided useful information about the mechanism controlling gynophore and pod development (Fig. 6). During aerial growth, the accumulation of pectin methylesterase and expansins promoted the growth and elongation of gynophores. The ABC transporter, heat shock protein, microtubule-associated protein, and auxin efflux carrier identified in S1 gynophores could play important roles in controlling the growth direction of gynophores. 

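The auxin efflux carrier Unigene68037 (658 bases) fell from 194 reads in S1 to 58 in S2 and 26 in S3, an RPKM of 42.7 (95% interval 36.9 to 49.1), 13.2 (10.0 to 17.1) and 5.53 (3.61 to 8.10). The paper's Table 2 places its single spectrum in S1 and Table S2 places it in S2. The MDR family ABC transporter Unigene62432 had an RPKM of 62.5, 31.3 and 10.3 and an S1 to S2 ratio of 2.00 (1.55 to 2.59). Of the 6 ABC transporters of Table 2 with a value, 2 were highest in each stage, and those highest in S3 (Unigene72502 and Unigene70598) were so only under the deposited scaling. The DNAJ heat shock protein Unigene69504 had an RPKM of 22.6, 11.1 and 12.1 and an S1 to S2 ratio of 2.05 (1.49 to 2.85). Of the 9 heat shock proteins of Table 2 with a value, 5 were highest in S1, 2 in S2 and 2 in S3. The mitochondrial heat shock 70 kDa protein Unigene77 had an RPKM of 97.5, 75.4 and 39.0, and heat shock protein 83 rose, with an S3 to S1 ratio of 7.25 (4.42 to 12.6). The microtubule-associated protein Unigene71117 is absent from the deposited table. Over the wider annotation, the median log2 ratio from S1 to S2 and from S2 to S3 was -0.09 and 0.00 for 127 ABC transporter sequences, -0.20 and -0.21 for 137 auxin-related sequences, and -0.03 and 0.38 for 175 heat shock sequences. The first heat shock value was 0.00 and 0.02 after the rescalings by the median of ratios and by the upper quartile. The values from S2 to S3 were then -0.17 and -0.17 for ABC transporter, -0.35 and -0.36 for auxin-related and 0.17 and 0.18 for heat shock sequences. The summed reads per 1000000 counted reads in S1, S2 and S3 were 1656, 1387 and 1291 for the ABC transporter sequences, 2493, 2149 and 3003 for the auxin-related ones and 5597, 6548 and 6558 for the heat shock ones. The auxin sum thus rose from S2 to S3 while its median log2 ratio was negative. The heat shock sum rose from S1 to S2, and its S3 to S2 ratio was 1.00, or 0.839 and 0.847 after the rescalings, while its median log2 ratio was positive.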

After soil penetration, the new environment and soil friction induced an increase in the levels of protective proteins, such as class III peroxidase, peroxidase 1 precursor, and peroxidase-like protein. Alpha-expansin 4, which might prompt gynophores to continue to elongate for a short period after gynophore soil penetration, was detected in the S2 sample. 

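The alpha-expansin 4 unigene (Unigene68089, 662 bases) had 446, 425 and 132 reads in S1, S2 and S3. Its RPKM was 97.5 (95% interval 88.6 to 107) in S1 and 96.2 (87.3 to 106) in S2, a difference within counting error, with an S2 to S1 ratio of 0.987 (0.862 to 1.13). The ratio was 1.03 after rescaling by the median of ratios. In S3 the RPKM was 27.9 (23.3 to 33.1), and the S2 to S3 ratio was 3.45 (2.83 to 4.23). Only the S3 library was set apart by more than counting error, under both rescalings as well.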

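The 46 sequences annotated as lipoxygenase in the deposited table had 8598, 8215 and 2164 reads per 1000000 counted reads in S1, S2 and S3. Between S1 and S2 their median log2 ratio was 0.78 while the ratio of the summed reads of S2 to S1 was 0.956, or 0.995 after rescaling by the median of ratios and 1.02 by the upper quartile. From S2 to S3 the median was -0.79. The 71 sequences annotated with the word starch had 1069.6, 862 and 936 reads per 1000000 counted reads, and their medians were -0.43 from S1 to S2 and 0.00 from S2 to S3, or -0.21 after rescaling by the median of ratios.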

Once the young pods formed in S3 gynophores, the levels of enzymes related to fatty acid metabolism and starch biosynthesis increased, such as lipoxygenase, FAD-binding domain-containing protein, and starch branching enzyme I. Furthermore, actin-related proteins accumulated during early pod development. 

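The nodulin unigene MtN9 (Unigene58581, 362 bases) had 23, 50 and 519 reads in S1, S2 and S3. Its RPKM was 9.19 (95% interval 5.83 to 13.8) in S1, 20.7 (15.4 to 27.3) in S2 and 201 (184 to 219) in S3. The S3 to S2 ratio was 9.69 (7.24 to 13.2) and the S3 to S1 ratio was 21.8 (14.4 to 34.7), the largest rise to S3 by the rule applied to Table S3. The reads covered 46.7% of the sequence in S3. The 39 sequences annotated as nodulin had 1895, 1855 and 1291 reads per 1000000 counted reads, and their median log2 ratio was 0.09 from S1 to S2 and 0.00 from S2 to S3, the latter -0.03 after rescaling by the median of ratios. A single sequence held 35.7% of the reads of this group. It was formed by that word alone, so it need not be the family of MtN9.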

Interestingly, we observed that the nodulin gene and the corresponding protein were both strongly expressed during early pod initiation, suggesting that nodulation and early pod development might share similar mechanisms. Our proteome profiling results presented here provide useful insight into the mechanisms controlling peanut pod development.

**Fig. 6:**
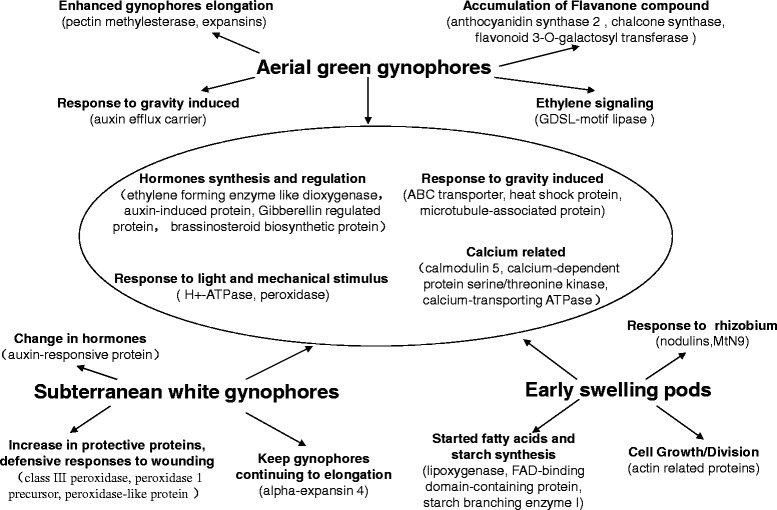
Identified proteins and their suggested function in peanut gynophores and during early pod development. Pectin methylesterases and expansins induced the aerial gynophores to grow and elongate. The ABC transporter, heat shock protein, microtubule-associated protein, and auxin efflux carrier controlled the direction of gynophore growth. After soil penetration, the new environment and soil friction induced an increase of protective proteins, such as class III peroxidase, peroxidase 1 precursor, and peroxidase-like protein. Furthermore, alpha-expansin 4 might prompt the gynophores to continue to elongate until the gynophores started to swell. After young pods formed, enzymes related to fatty acid metabolism and starch synthesis, such as lipoxygenase, FAD-binding domain-containing protein, and starch branching enzyme I, were activated. Meanwhile, the expression of actin-related proteins may reflect the pod development

## Methods

### Plant materials

Plants of “Luhua 14”, a widespread cultivar in Northern China, were sown in early May and harvested in early October in the experimental farm of Shandong Academy of Agricultural Sciences. The S1, S2, and S3 gynophores were collected from the farm-grown plants (Fig. 1). The tip-most 1 cm was excised from the S1, S2, and S3 gynophores and immediately frozen in liquid nitrogen for protein extraction.

### Protein extraction

Protein extraction was carried out according to the following method. Briefly, samples were ground to powder in liquid nitrogen, and then suspended in extraction solution (7 M urea, 2 M thiourea, 4 % CHAPS, 40 mM Tris–HCl (pH 8.5), 1 mM PMSF, 2 mM EDTA, and 10 mM dithriothreitol (DTT)). After 5 min, the above suspension was sonicated at 200 W for 15 min and then centrifuged at 30, 000 g for 15 min at 4 °C. The supernatant was carefully collected and 5× volume of chilled acetone containing 10 % (v/v) TCA was added, and the samples were mixed well and incubated overnight at −20 °C. After centrifugation at 30, 000 g for 15 min at 4 °C, the supernatant was discarded, and the precipitate was washed three times with chilled acetone. After air-drying, the precipitate was dissolved in lysis buffer containing 7 M urea, 2 M thiourea, 4 % NP40, and 20 mM Tris–HCl (pH 8.0-8.5). The suspension was sonicated at 200 W for 15 min and centrifuged at 30, 000 g for 15 min at 4 °C. The supernatant was collected and transferred to a new tube for further analysis.

### Polyacrylamide Gel electrophoresis and In-gel digestion

The proteins extracted from peanut samples were mixed with SDS loading buffer, and then denatured at 100 °C for 5 min. Proteins were separated on by 12 % polyacrylamide gel electrophoresis (SDS-PAGE) at 100 V. After electrophoresis, gels were stained with Coomassie Brilliant Blue R-250 (Pierce, USA) following the manufacturer’s instructions. Protein bands were sequentially and vertically cut into 10 slices, and each slice was placed in a separate Eppendorf tube. Each gel slice was cut into about 1-mm^3^ cubes, and was thoroughly destained using 50 mM ammonium bicarbonate containing 50 % acetonitrile (ACN) at 37 °C. Gel slices were incubated with 10 mM DTT containing 25 mM ammonium bicarbonate for 1 h at 60 °C to reduce disulfide bonds, and then alkylated with 55 mM iodoacetamide containing 25 mM ammonium bicarbonate for 45 min at room temperature in darkness. In-gel digestion was carried out by adding 0.01 μg/μL Trypsin Gold (Promega, USA) to the samples and incubating them at 37 °C overnight. After digestion, the peptides were further extracted twice using 0.1 % formic acid (FA) in 50 % ACN. The extracted peptides were dried and stored at −80 °C for LC-MS/MS analysis.

### LC-MS/MS experiments

The tryptic-digested peptide samples were redissolved in Buffer A (5 % ACN and 0.1 % FA), and centrifuged at 4 °C and 20, 000 g for 10 min to remove the insoluble material. The final concentration of peptide was about 0.5 μg/μl. Then, 10 μl of supernatant was loaded onto the nanoHPLC system (Shimadzu, Japan) according to the manufacturer’s instructions. The separation procedure was as follows. First, the peptides were loaded onto a 10-cm C18 trapping column (inner diameter, 75 μm; Waters, USA). In the separation process, samples were loaded at 8 μL/min for 4 min, and a 44-min gradient was then run at 300 nL/min starting with 2 to 35 % Buffer B (98 % ACN and 0.1 % FA), followed by a 2-min linear gradient to 80 % Buffer B, and maintenance at 80 % Buffer B for 4 min, and finally a return to 5 % Buffer B over a 1 min period. The peptides were subjected to nanoelectrospray ionization followed by tandem mass analysis.

The separated peptides were subjected to tandem mass spectrometry (MS/MS) in a LTQ Orbitrap Velos (Thermo, USA) coupled online to the HPLC system. Intact peptides were scanned in the Orbitrap at a resolution of 60, 000, and further selected for collision-induced dissociation (CID) operating with a normalized collision energy setting of 35 % [27]. The ion fragments were detected in the LTQ. A data-dependent procedure that alternated between one MS scan followed by ten MS/MS scans was applied, and the ten most intense ions above a threshold ion count of 5, 000 were detected with the following Dynamic Exclusion settings: repeat counts, 2; repeat duration, 30 s; and exclusion duration, 120 s. The applied electrospray voltage was 1.5 kV. Automatic gain control (AGC) was used to prevent overfilling of the ion trap and 1 × 10^4^ ions were accumulated in the ion trap to generate CID spectra. For the MS scans, the m/z scan range was 350 to 2, 000 Da.

### Data analysis and statistics

Raw data files obtained from the Orbitrap were converted into MGF files using Proteome Discoverer 1.2 (Thermo, USA). Protein annotation was performed using the Mascot search engine (Matrix Science, UK; version 2.3.02) against the peanut transcriptome database, which contained 72, 527 unigenes [10]. The parameters for protein identification are listed in Additional file 9: Table S9, and the false discovery rate (FDR) was set to 0.05 for both peptides and proteins.

Functional annotation of the proteins was performed using the Blast2 GO program against the non-redundant protein database at NCBI [28]. KEGG pathway analysis was performed by comparing the identified proteins with the KEGG database (http://www.genome.jp/kegg/). COG classification was carried out by comparing the identified proteins with the Cluster of Orthologous Groups database (http://www.ncbi.nlm.nih.gov/COG/).

### Availability of supporting data

The mass spectrometry of proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) [29] via the PRIDE partner repository with the dataset identifier PXD002579-81 and DOI 10.6019/PXD002579-81. The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [30] and are accessible through GEO Series accession number GSE70972 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70972).”

## Additional files

Additional file 1: Table S1. Specific proteins identified in S1 gynophores. (XLS 247 kb) Additional file 2: Table S2. Specific proteins identified in S2 gynophores. (XLS 147 kb) Additional file 3: Table S3. Specific proteins identified in S3 gynophores. (XLS 91 kb) Additional file 4: Table S4. Common proteins identified in S1, S2, and S3 gynophores. (XLSX 419 kb) Additional file 5: Table S5. Pathway analysis of identified proteins from S1, S2, and S3 gynophores. (XLS 778 kb) Additional file 6: Table S6. Transcriptome and functional analysis of specific proteins identified in S1 gynophores. (DOC 205 kb) Additional file 7: Table S7. Transcriptome and functional analysis of specific proteins identified in S2 gynophores. (DOC 94 kb) Additional file 8: Table S8. Transcriptome and functional analysis of specific proteins identified in S3 gynophores. (DOC 70 kb) Additional file 9: Table S9. Parameters of Mascot.

## Abbreviations

S1: Aerial grown gynophores
S2: Subterranean grown un-swelling gynophores
S3: Subterranean grown gynophores with early swelling pod
PRKM: Reads per kb per million reads
LC-MS/MS: Liquid chromatography-tandem mass spectrometry
GO: Gene Ontology
COG: Cluster of Orthologous Groups
KEGG: Kyoto Encyclopedia of Genes and Genomes

# Supplementary material for: Proteomics analysis reveals differentially activated pathways that operate in peanut gynophores at different developmental stages
**Source:** BMC Plant Biol. 2015 Aug 4;15:188. doi: 10.1186/s12870-015-0582-6
**Supplement:** Additional file 6: Table S6. — Transcriptome and functional analysis of specific proteins identified in S1 gynophores.

Table S6 Transcriptome and functional analysis of specific proteins identified in aerial gynophores

# Supplementary material for: Proteomics analysis reveals differentially activated pathways that operate in peanut gynophores at different developmental stages
**Source:** BMC Plant Biol. 2015 Aug 4;15:188. doi: 10.1186/s12870-015-0582-6
**Supplement:** Additional file 7: Table S7. — Transcriptome and functional analysis of specific proteins identified in S2 gynophores.

**Table S7 Transcriptome and functional analysis of specific proteins identified in subterranean un-swelling gynophores**

| **Function category** | **Protein name** | **Accession no.** | **Protein Mass**  **(KDa)** | **Expression level (RPKM)** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **S1** | **S2** | **S3** |
| **Cell Structure** | | | | | | |
|  | alpha-expansin 4 | Unigene68089 | 22483.92 | 97.48 | 96.19 | 27.89 |
| beta-D-glucosidase | Unigene17522 | 68378.24 | 36.64 | 51.66 | 39.67 |
| fasciclin-like AGP 14.8 protein | Unigene50173 | 8729.54 | 6.87 | 10.94 | 1.53 |
| **Disease & Defense** | | | | | | |
|  | class III peroxidase | Unigene2527 | 34895.52 | 27.73 | 136.27 | 17.73 |
| peroxidase 1 precursor | Unigene19499 | 27779.71 | 47.82 | 52.37 | 7.39 |
| peroxidase-like protein | Unigene51557 | 8999.51 | 7.62 | 107.25 | 14.23 |
| **Energy** | | | | | | |
|  | aldehyde dehydrogenase dimeric nadp preferring | Unigene44794 | 8487.36 | 119.38 | 327.77 | 198.15 |
| L-lactate dehydrogenase | Unigene17989 | 18928.94 | 18.63 | 36.01 | 12.21 |
| sugar-dependent lycerol-3-phosphate dehydrogenase | Unigene71221 | 38766.76 | 8.68 | 10.11 | 4.98 |
| **Intracellular Traffic** | | | | | | |
|  | delta-COP [Zea mays] | Unigene42225 | 8440.33 | 23.58 | 25.74 | 3.70 |
| **Metabolism** | | | | | | |
|  | acyl:coa ligase | Unigene71486 | 40972.23 | 9.21 | 43.37 | 15.49 |
| caffeic acid O-methyltransferase | Unigene56621 | 5866.94 | 2.58 | 8.47 | 1.67 |
| CXE carboxylesterase | Unigene22137 | 5173.75 | 27.07 | 130.50 | 5.41 |
| ADP-glucose pyrophosphorylase | Unigene12996 | 46079.87 | 45.87 | 50.05 | 14.76 |
| Os10g0155400 [Oryza sativa Japonica Group] | Unigene26514 | 6200.14 | 8.61 | 10.70 | 5.00 |
| phosphoenolpyruvate carboxykinase | Unigene65490 | 19680.55 | 8.79 | 54.31 | 37.16 |
| **Protein Destination & Storage** | | | | | | |
|  | cysteine protease | Unigene8297 | 27972.29 | 20.06 | 12.50 | 4.14 |
| **Secondary Metabolism** | | | | | | |
|  | anthocyanin-O-acyltransferase | Unigene47528 | 3775.9 | 65.00 | 98.92 | 31.69 |
| beta-amyrin synthase | Unigene65091 | 20050.76 | 205.18 | 190.22 | 86.87 |
| O-methyltransferase family 2; Dimerisation | Unigene61888 | 11749.6 | 105.27 | 201.32 | 56.35 |
| p-coumaryl-CoA 3'-hydroxylase | Unigene54676 | 11719.12 | 29.49 | 32.93 | 13.81 |
| phenylalanine ammonia-lyase | Unigene19719 | 5319.7 | 44.37 | 63.93 | 19.58 |
| phytase | Unigene49679 | 9826.72 | 44.48 | 54.94 | 16.58 |
| **Signal Transduction** | | | | | | |
|  | inositol phosphate kinase | Unigene19019 | 8774.38 | 7.34 | 10.92 | 6.65 |
| **Transcription & Post-Transcription** | | | | | | |
|  | auxin-responsive protein | Unigene69319 | 24396.91 | 18.13 | 62.79 | 15.16 |
| CND41 chloroplast nucleoid DNA binding protein | Unigene69340 | 27138.27 | 90.62 | 111.21 | 68.84 |
| S-like ribonuclease | Unigene69047 | 25521.98 | 8.02 | 18.02 | 6.43 |
| **Transporters** | | | | | | |
|  | Amino acid/polyamine transporter II | Unigene71843 | 32936.77 | 38.38 | 59.61 | 50.79 |
| MATE efflux family protein | Unigene70012 | 30582.44 | 14.49 | 23.83 | 6.10 |
| PDR-type ABC transporter 2 | Unigene71859 | 44479.44 | 48.56 | 188.56 | 91.96 |
| Sugar transporter ERD6-like 6 | Unigene8614 | 26855.24 | 32.31 | 41.87 | 10.28 |
| **Unknown or Unclassified Function** | | | | | | |
|  | 14-3-3 Protein [Glycine max] | Unigene64839 | 4418.18 | 4.89 | 8.64 | 1.95 |
|  | nodulin-like protein | Unigene68669 | 25648.57 | 34.84 | 80.86 | 46.76 |
| plastid-targeted protein 3 | Unigene16973 | 15604.16 | 22.22 | 51.54 | 19.25 |
| sieve element-occluding protein 3 | Unigene11826 | 24014.77 | 7.91 | 69.27 | 7.23 |

# Supplementary material for: Proteomics analysis reveals differentially activated pathways that operate in peanut gynophores at different developmental stages
**Source:** BMC Plant Biol. 2015 Aug 4;15:188. doi: 10.1186/s12870-015-0582-6
**Supplement:** Additional file 8: Table S8. — Transcriptome and functional analysis of specific proteins identified in S3 gynophores.

**Table S8 Transcriptome and functional analysis of specific proteins identified in early swelling pods**

| **Function annotation** | **Protein name** | **Accession no.** | **Protein Mass**  **(KDa)** | **Expression level (RPKM)** | | |
| --- | --- | --- | --- | --- | --- | --- |
| **S1** | **S2** | **S3** |
| **Cell Growth/Division** | | | | | | |
|  | actin related protein | Unigene13778 | 20612.13 | 9.68 | 18.22 | 22.96 |
| actin-related protein 7 | Unigene68357 | 22205.06 | 5.73 | 7.91 | 31.79 |
| **Cell Structure** | | | | | | |
|  | microtubule-associated protein MAP65-1a | Unigene71866 | 45884.12 | 94.44 | 122.33 | 209.65 |
| Os02g0746000,Cullin-3 (CUL-3) | Unigene9263 | 33852.04 | 29.10 | 27.86 | 35.20 |
| **Disease & Defense** | | | | | | |
|  | oxidoreductase family protein | Unigene71316 | 33779.67 | 24.09 | 45.92 | 57.97 |
| coronatine-insensitive 1 | Unigene71597 | 45106.78 | 8.26 | 9.06 | 20.32 |
| **Energy** | | | | | | |
|  | OXP1,5-oxoprolinase | Unigene72458 | 71610.29 | 8.93 | 30.30 | 53.73 |
| **Metabolism** | | | | | | |
|  | lipoxygenase | Unigene19591 | 46288.5 | 13.36 | 36.54 | 34.43 |
| pyruvate dehydrogenase alpha subunit | Unigene17055 | 10945.49 | 10.32 | 20.85 | 23.11 |
| FAD-binding domain-containing protein | Unigene7949 | 43025.22 | 0.90 | 24.22 | 32.34 |
| anthranilate phosphoribosyltransferase | Unigene9663 | 32390.47 | 13.03 | 16.67 | 28.38 |
| starch branching enzyme I | Unigene69042 | 28579.65 | 22.91 | 35.48 | 41.83 |
| cinnamate 4-hydroxylase | Unigene62400 | 16410.58 | 103.69 | 267.22 | 81.22 |
| adenylosuccinate-AMP lyase | Unigene71360 | 41526.23 | 41.87 | 39.97 | 61.59 |
| **Protein Destination & Storage** | | | | | | |
|  | aspartic proteinase 1 | Unigene69126 | 26890.33 | 8.91 | 12.44 | 20.22 |
| **Secondary Metabolism** | | | | | | |
|  | homogentisate 1 2-dioxygenase | Unigene70146 | 25970.88 | 12.68 | 15.73 | 42.11 |
| **Signal Transduction** | | | | | | |
|  | SIT4 phosphatase-associated family protein | Unigene71567 | 41203.35 | 33.72 | 23.75 | 46.11 |
| **Transcription & Post-Transcription** | | | | | | |
|  | DNA binding/ zinc ion binding | Unigene13399 | 81592.96 | 27.68 | 20.60 | 47.89 |
| DNA binding protein binding | Unigene2730 | 32767.89 | 30.73 | 27.13 | 39.92 |
| nucleic acid binding protein | Unigene62821 | 15574.78 | 63.55 | 60.74 | 121.60 |
| binding | Unigene68861 | 27506.61 | 35.87 | 25.73 | 33.90 |
| **Unknown or Unclassified Function** | | | | | | |
|  | nodulins,MtN9 | Unigene58581 | 12026.11 | 9.19 | 20.70 | 200.54 |
| Os03g0596900[Oryza sativa] | Unigene66718 | 5459.64 | 18.65 | 27.55 | 47.35 |
| sister-chromatide cohesion protein 3 | Unigene19626 | 47471.87 | 29.44 | 22.55 | 39.32 |
| sieve element-occluding protein 3 | Unigene42923 | 8337.69 | 26.31 | 14.27 | 22.40 |
| Os02g0192100 [Oryza sativa Japonica Group] | Unigene56480 | 9655.6 | 19.50 | 23.78 | 29.73 |

# Supplementary material for: Proteomics analysis reveals differentially activated pathways that operate in peanut gynophores at different developmental stages
**Source:** BMC Plant Biol. 2015 Aug 4;15:188. doi: 10.1186/s12870-015-0582-6
**Supplement:** Additional file 9: Table S9. — Parameters of Mascot.

**Table S9 Parameters of** Mascot

| **Item** | **Value** |
| --- | --- |
| Type of search | MS/MS Ion Search |
| Enzyme | Trypsin |
| Max Missed Cleavages | 1 |
| Mass Values | Monoisotopic |
| Peptide Mass Tolerance | 20 ppm |
| Fragment Mass Tolerance | 0.6 Da |
| Fixed modifications | Carbamidomethyl (C) |
| Variable modifications | Gln->pyro-Glu (N-term Q), Oxidation (M), Deamidated (NQ) |
| Instrument type Default | Default |
| Database | *Arachis hypogaea*(72527 sequences)10 |

How the deposited data were processed for this re-analysis (not part of the article)

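RNA of 3 gynophore stages was sequenced by the authors, with 1 library per stage: S1, aerial gynophores; S2, gynophores in the soil; and S3, gynophores with swelling pods. Poly(A) RNA was enriched on oligo(dT) beads before library construction. According to the deposited description, the authors made the read counts by counting, for each reference sequence, the reads that aligned to a single position of a single gene. They then made the deposited RPKM values by dividing these reads by the length of the sequence and by the total of the library. The authors also deposited the percent of the bases of each sequence that its reads cover. The aligner and its version are not given in the sources used here. The reference joins assembled unigenes and public peanut sequences, 100 to 6783 bases long, with a median of 279 bases for unigenes and 574 for public sequences. Of these sequences, 54633 carry an annotation. A peanut genome was not used here, so no chromosome positions are given, and 0 identifiers of the table matched the supplied list of peanut genes, so names are those of the annotation and of the paper's tables.

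The RPKM values were used as deposited, and ratios were computed on RPKM, or on log2(RPKM + 1) for medians and for counts of sequences at least 2 times higher or lower. A 95% exact Poisson interval was computed for each RPKM value, and a 95% exact Clopper-Pearson interval for each ratio of 2 libraries. The interval of a list median is the binomial order-statistic interval over its members, and the interval of a rank correlation comes from 2000 bootstrap draws over proteins. List medians were placed among 10000 random lists of the same size drawn from 50 bins of mean RPKM. No test across samples was made and no paired analysis was possible because each stage has 1 library. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

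The results, the comparisons and most alternatives were set before the data were examined. The alternatives were rescaling the libraries by the median of their ratios to their mean (sequences with an RPKM of at least 1 in all 3) or by the upper quartile, a pseudocount of 0.1, limits on RPKM, reads, length and unique peptides, stricter limits for the highest stage, matching lists on length as well, spectra divided by protein mass, and names taken only from the paper's tables. Added after the data had been seen were the rescaling of the annotation groups, the matching of actin anywhere in a word, the stages of Tables S1 to S3 for the spectra, and the limit of 1.5 times for Tables S1 to S3. The median-of-ratios factors were 0.968, 0.930 and 1.11 for S1, S2 and S3, and the upper-quartile factors were 0.987, 0.926 and 1.09.

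Unigenes were named by a rule with 4 parts. They are the unigenes that the paper's text names by number, the unigenes of Tables 2, S6, S7 and S8 whose protein the text or Fig. 6 names, the 3 unigenes of each of Tables S1 to S3 with the largest ratio of RPKM + 1 in their own stage to the larger of the other two stages at an RPKM of at least 10, and the 2 sequences with the largest rise and the 2 with the largest fall from S1 to S3 at an RPKM of at least 10 in either stage. The paper's values for the first parts had been seen in its tables when the rule was written. Where many unigenes met the rule, as for the heat shock proteins and peroxidases of Table 2, they are summarised by counts. The 18 annotation groups were formed by words in the annotation, with actin matched only at the start of a word and H+-ATPase in its common spellings. A further group, asparagine synthetase, was added after the data had been seen.

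The methods were tested on simulated data. For a change of 4 times, 200 sequences were drawn from those with an RPKM of at least 10 in S1, so recovery at lower RPKM was not tested. Between libraries drawn from 1 profile, 98.5%, 96.5% and 100% of them passed the limit of 2 times for S1 and S2, S2 and S3, and S1 and S3. Of the unchanged sequences, 4358, 4388 and 4176 passed it too, and 444, 375 and 401 did so at an RPKM of at least 10. Of 100 random lists, 7% lay outside the central 95% of their matched lists, and of 100 lists raised by 0.5 on the log2 scale 100% did. The protein values were taken from the paper's tables. Table S4, of which only a part could be read, was not used here.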

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

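The tests of the photosynthesis and asparagine synthetase patterns were chosen after these results had been seen.

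The public peanut sequences of the reference, on which the paper does not report, took 55.6% of the counted reads in S1, 59.0% in S2 and 53.6% in S3. The paper's tables give unigenes only, so more than 50% of the reads of each library lie outside the values it reports. Reads that align to a unigene and to a public sequence alike were not counted for either, and their number is not in the deposited table. No explanation of the share was tested.

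The 80 sequences with photosynthesis annotation, most of which the paper does not report, were lower in S2 and S3 than in S1. Their summed reads per 1000000 counted reads were 4504, 472 and 724 in S1, S2 and S3. The median log2 ratio of RPKM + 1 was -1.06 from S1 to S2, below all 10000 random lists matched on mean RPKM, 0.00 from S2 to S3 and -0.85 from S1 to S3. Scaling between the libraries is argued against as the whole cause, since over both rescalings the median from S1 to S2 came no nearer to 0 than -1.002. The direction of the fall was not limited to a few sequences, since 82.3% of the 62 sequences with at least 10 reads in S1 and S2 together were lower in S2. Its size was uneven. The S1 to S2 ratio of the summed reads was 9.54 (9.20 to 9.90, counting error only), a larger fall than the median of -1.06 on the log2 scale. Whether a few sequences carry most of the fall of the sum therefore stays open. A difference in the preparation of single libraries was not tested, because each stage has 1 library. S1 gynophores grew in the air and S2 and S3 gynophores in the soil, so the loss of light may underlie the fall. This remains a hypothesis, since stage and library cannot be separated.

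The 18 sequences annotated as asparagine synthetase, a group that was chosen after the data had been seen and that the paper does not discuss, were higher in S3. Their summed reads per 1000000 counted reads were 292, 665 and 1259.8 in S1, S2 and S3, a ratio of S3 to S1 of 4.32 (4.11 to 4.53, counting error only). Scaling is argued against as the whole cause, since the lowest ratio over both rescalings was 3.77. The rise is uneven. The median log2 ratio of S3 to S1 over the sequences was 0.26, at percentile 84.5 of the matched lists and thus within their central 95%, and 0.11 and 0.14 after the rescalings. It was much less than the log2 of the ratio of the sums, which is in line with a few sequences carrying most of the rise, although 82.4% of the 17 with at least 10 reads were higher in S3. Fragments of a single gene are split over several sequences in such a reference, so the number of genes behind the rise is not known. The median was 0.80 from S1 to S2 and 0.07 from S2 to S3, and the latter was -0.18 and -0.16 after the rescalings. The summed reads rose again from S2 to S3, both stages in the soil, with a ratio of 1.90 (1.83 to 1.97, counting error only), or 1.59 and 1.60 after the rescalings. This rise of the sum cannot decide on darkness alone, because S2 and S3 also differ in their time in the dark. The median over the sequences did not rise after the rescalings. A longer time in the soil and pod growth cannot be told apart either, because S2 and S3 differ in both.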

How the results depend on the processing

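The rescaling of the annotation groups, the matching of actin anywhere in a word, the stages of Tables S1 to S3 for the spectra and the limit of 1.5 times for Tables S1 to S3 were chosen after the data had been seen. With 1 library per stage no replicate could be left out. Where a result changed, the cause was not tested unless the alternative itself removes sequences or proteins.

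All 38 unigenes of Table 2 with an entry had an RPKM of at least 1 in at least 1 stage and at least 10 reads. The number of unigenes with their highest RPKM in the stage of their table changed by at most 2 under the rescalings for the tables that the authors chose by their values, to 85 for Table S6, 33 for Table S7 and 20 for Table S8. It changed more for the full tables of S2 and S3 proteins, from 51 to 63 and 67 for Table S2 and from 39 to 29 under each rescaling for Table S3. A stricter limit removes unigenes by its construction. At 1.5 times each other stage, 18 remained of Table S7, 11 of Table S8, 86 of Table S1, 19 of Table S2 and 13 of Table S3. At 2 times, 46 of Table S6, 10 of Table S7 and 4 of Table S8 remained. With at least 2 unique peptides, 36, 3 and 3 proteins of Tables S1, S2 and S3 were highest in their own stage. The median log2 ratio of the S2 proteins changed sign, to 0.042 and 0.056 under the rescalings by the median of ratios and by the upper quartile.

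The number of sequences at least 2 times higher and lower between stages depended on the limits. With a pseudocount of 0.1, 12491 were higher and 12072 lower in S2 than in S1, 20660 were higher and 13970 lower in S3 than in S2, and 22494 were higher and 15461 lower in S3 than in S1. With a larger RPKM of at least 10 the numbers were 2870 higher and 3603 lower from S1 to S2, 9199 and 5210 from S2 to S3, and 10380 and 7187 from S1 to S3. Among sequences of at least 500 bases they were 2369 and 2158, 4847 and 3742, and 6123 and 4691. The last 2 limits leave fewer sequences by construction.

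When unigenes without an entry were given an RPKM of 0, the rank correlations of spectra and RPKM were -0.0140 in S1, 0.00447 in S2 and -0.0954 in S3. An absent unigene is not a count of 0, and this setting gives the lowest RPKM to 31 proteins that have spectra in the paper's counts, so it lowers the correlation by construction and is no measure of how stable the relation is. Among the single unigenes named whose ratio lay beyond counting error, only the S3 to S2 ratio of Unigene70598 crossed 1 under a rescaling, to 0.991 with the median of ratios. Ratios within counting error crossed 1 as well, such as the S3 to S2 ratio of Unigene72502, which became 0.887 and 0.896 under the 2 rescalings, and that of starch branching enzyme I (Unigene69042), which became 0.988 and 0.997. Single ratios, of which a unigene can have several, were also counted. Besides the ratio of Unigene70598 that crossed 1, 39 moved beyond their counting interval under the median of ratios, whereas 167 did not. Under the upper quartile 31 moved beyond it and 176 did not.

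With a pseudocount of 0.1, the median log2 ratio from S1 to S2 of the photosynthesis group was -1.90, and from S2 to S3 it was -1.61 for peroxidase and -0.81 for flavonoid. Rescaling by the median of ratios and by the upper quartile gave, from S2 to S3, 0.17 and 0.18 for heat shock, -0.31 and -0.30 for actin and tubulin, and -0.21 and -0.20 for starch. The histone median from S1 to S2 was 0.18 under the upper quartile.

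Names taken only from the paper's protein tables leave at most 15 unigenes per group, and none for gibberellin, histone, seed storage and asparagine synthetase, which have no value under this setting. Only 2 unigenes each remain for photosynthesis, expansin, lipoxygenase and nodulin, 3 each for starch and H+-ATPases and 4 for actin and tubulin. Medians and sign changes of these groups rest on those few unigenes. From S1 to S2 the medians were then -2.28 for photosynthesis, 0.13 for peroxidase, -1.18 for flavonoid, 1.36 for lignin, 3.69 for lipoxygenase, 1.14 for nodulin and -0.16 for heat shock. The direction reversed for auxin, at 0.27, and for pectin, at -0.31, whose medians over the wider annotation were outside the central 95% of the matched lists. For pectin a fall from S1 was partly built in, since the authors chose Table S6 by values in the same libraries. The sign also changed for 2 groups whose medians were inside the central 95%, actin and tubulin, at 0.39, and H+-ATPases, at 0.06. From S2 to S3 they were 0.40 for photosynthesis, -1.92 for peroxidase, -3.59 for expansin, -0.95 for auxin, -1.68 for flavonoid, -1.83 for lignin, 1.22 for nodulin, -0.71 for ABC transporters and -0.59 for H+-ATPases. The direction reversed for heat shock, at -0.34, and the sign also changed for actin and tubulin, at 0.55, and for starch, at -0.34, whose medians over the wider annotation were inside the central 95%. Ratios from few reads, such as those of Unigene69514 and Unigene67415 in S2 and S3, are limited by depth.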

Differences from the paper's values

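The paper's number of S1 proteins with high or specific transcription in S1 is 91. In Table S1, 166 proteins had their highest RPKM in S1. None of the alternatives set before the data were examined brings the numbers within 1.5 times of each other. The number was 169 after rescaling by the median of ratios, 162 by the upper quartile, 164 with a mean RPKM of at least 1, and 36 with at least 2 unique peptides. With a limit of 1.5 times each other stage, which was chosen after seeing the values, the number was 86, but this limit drops 22 of the 91 unigenes of Table S6, and it gave 19 for S2 and 13 for S3, where the paper's numbers are 35 and 26.

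The paper states that the transcripts of the other S1 proteins did not follow their proteins. Of the 168 proteins of Table S1 outside Table S6 with a read, 80 had their highest RPKM in S1. The corresponding numbers outside Tables S7 and S8 were 19 of 153 for S2 and 17 of 83 for S3.

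The paper's text names Unigene71426 as heat shock protein 70 among proteins whose transcripts were very low or undetected. Its RPKM was 396 in S1, and Table 2 names it heat shock protein 90. The other unigenes of that list are absent from the deposited table.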

Other observations

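The tests of sequences of low RPKM and of the absent unigenes were chosen after the results had been seen, and the tests of counting error and of scaling for the S3 pattern were not.

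More sequences were higher than lower in S3 against S1. Counting error is argued against as the whole cause, since libraries drawn from 1 profile gave 4082 sequences past 2 times in both directions together, 2037 higher and 2045 lower, far fewer than the 17098 higher and 11352 lower ones observed. The higher ones made up 49.9% of them, against 60.1% observed. Sequences of low RPKM are argued against as well, since 59.1% of those past 2 times with an RPKM of at least 10 were higher in S3. Scaling between the libraries stays open. The lowest percent of higher sequences over both rescalings was 50.1%, but rescaling by the median of ratios centres the ratios, so a balance near 50% follows from its construction and speaks neither for nor against scaling. A change of scale cannot be told apart from a change of the RNA of the stages with 1 library per stage.

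Of the 69 unigenes of Table 2, 31 are absent from the deposited table (44.9%). Over Tables S1 to S3 the number is 507 of 1066 (47.6%), and over all 72527 unigenes it is 21045 (29.0%). An omission of unigenes without reads is argued against, since the table lists 308 unigenes with no read in any library. A lower abundance of the proteins is argued against as well, since the absent unigenes of Table 2 had a median of 17 spectra in the paper's counts and the listed ones 10.5. Whether public sequences of the same gene stand in for the absent unigenes cannot be told apart by names. The names of absent unigenes in Tables S1 to S3 were found among public sequences more often than those of listed ones by 1.07 percentage points (-4.10 to 6.37), and among the other unigenes by -14.6 percentage points (-19.5 to -9.47). No biological explanation was tested.

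Public sequences that carry the names of absent unigenes of Table 2, or a synonym, were looked up after the values had been seen. The synonyms were 60 kDa chaperonin and chaperonin 60 for heat shock protein 60, and V-type proton ATPase subunit B for the vacuolar H+-ATPase B subunit. The summed reads of the sequences found were, in S1, S2 and S3, 216, 163 and 27 for 5 sequences of gibberellin-regulated protein, 1955, 1882 and 1194 for 4 of vacuolar H+-ATPase B subunit, 3171, 2275 and 3032 for 6 of 60 kDa chaperonin and 13849, 22366 and 13137 for 55 of peroxidase. A shared name or synonym does not show that they are the same genes.

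The largest changes from S1 to S3 in RPKM + 1 among all sequences, at an RPKM of at least 10 in either stage, were as follows. Unigene50234, a 275-base sequence annotated as endo-1,4-beta-mannanase, had 0, 20 and 907 reads in S1, S2 and S3, at least 292-fold higher in S3 than in S1. A public sequence of 631 bases with the same annotation had 4, 91 and 3453 reads and an S3 to S1 ratio of 834 (326 to 3064). The largest falls were in a public sequence of 740 bases annotated as a hypothetical protein, with 12830, 374 and 7 reads and an S1 to S3 ratio of 1896 (920.0 to 4717), and in Unigene26790, of 169 bases and without annotation, with 3904, 76 and 3 reads and an S1 to S3 ratio of 1346 (460.3 to 6531).

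The annotation groups outside the claims were as follows, as median log2 ratios from S1 to S2 and from S2 to S3, with summed reads per 1000000 counted reads in S1, S2 and S3. The 53 gibberellin sequences had 0.47 and 0.42, the latter 0.19 and 0.20 after the rescalings, with 554, 585 and 1111 summed reads. The 67 ethylene sequences had 0.19 and -0.04, the latter -0.19 after each rescaling, with 1572, 1638 and 1279 summed reads. The 39 H+-ATPase sequences had -0.07 and -0.06, with 1656, 1591 and 1207 summed reads. After rescaling by the median of ratios and by the upper quartile, the former was -0.01 and 0.02 and the latter -0.31 and -0.29. The 106 histone sequences had 0.09 and 0.12, the latter -0.07 and -0.06 after the rescalings, with 4937, 5530.5 and 5367 summed reads. The 45 seed storage sequences had 0.00 and 0.14, the latter 0 after both rescalings. Their summed reads were 789.9, 913 and 316, so the sum fell from S2 to S3, with a ratio of 0.347 (0.330 to 0.364, counting error only), although the median did not. A single sequence held 43.4% of the reads of the group.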
